# Pathogenic function of bystander-activated memory-like CD4^+^ T cells in autoimmune encephalomyelitis

**DOI:** 10.1038/s41467-019-08482-w

**Published:** 2019-02-12

**Authors:** Hong-Gyun Lee, Jae-Ung Lee, Do-Hyun Kim, Sangho Lim, Insoo Kang, Je-Min Choi

## Abstract

T cells generate antigen-specific immune responses to their cognate antigen as a hallmark of adaptive immunity. Despite the importance of antigen-specific T cells, here we show that antigen non-related, bystander memory-like CD4^+^ T cells also significantly contribute to autoimmune pathogenesis. Transcriptome analysis demonstrates that interleukin (IL)-1β- and IL-23-prime T cells that express pathogenic T_Η_17 signature genes such as RORγt, CCR6, and granulocyte macrophage colony-stimulating factor (GM-CSF). Importantly, when co-transferred with myelin-specific 2D2 TCR-transgenic naive T cells, unrelated OT-II TCR-transgenic memory-like T_H_17 cells infiltrate the spinal cord and produce IL-17A, interferon (IFN)-γ, and GM-CSF, increasing the susceptibility of the recipients to experimental autoimmune encephalomyelitis in an IL-1 receptor-dependent manner. In humans, IL-1R1^high^ memory CD4^+^ T cells are major producers of IL-17A and IFN-γ in response to IL-1β and IL-23. Collectively, our findings reveal the innate-like pathogenic function of antigen non-related memory CD4^+^ T cells, which contributes to the development of autoimmune diseases.

## Abstract (web summary)

T cells express specific T cell receptors (TCR) to recognise antigens and initiate adaptive immune responses. Here the authors show, in a mouse model of autoimmune encephalomyelitis, that memory-like CD4 T cells expressing unrelated TCR can also infiltrate the spinal cord and contribute to autoimmunity.

## Introduction

Multiple sclerosis (MS) is an unpredictable, chronic, demyelinating, human autoimmune disease caused by the induction of inflammation in the central nervous system (CNS)^1^. Studies of experimental autoimmune encephalomyelitis (EAE), a model of multiple sclerosis (MS), have demonstrated that CNS-invading myelin-specific T_H_1 and T_H_17 cells are the major mediators of autoimmune neuroinflammation^2–4^. T_H_17 cells are categorized into two functionally distinct subsets: non-pathogenic T_H_17 and pathogenic T_H_17 cells^5^. T_H_17 cells differentiate in the presence of transforming growth factor (TGF)-β and interleukin (IL)-6 produce IL-17A and IL-10, which are not pathogenic^6^. However, further stimulation with IL-1β and IL-23 induces highly encephalitogenic T_H_17 cells, which have been shown to express signature genes, including RORγt, T-bet, IL-17A, IL-22, and granulocyte macrophage colony-stimulating factor (GM-CSF)^5,7–9^.

Recently, IL-17-producing innate-like lymphocytes, such as gamma delta (γδ) T cells, invariant natural killer T cells, and innate lymphoid cells were shown to be important for responding to the pro-inflammatory cytokines IL-1β and IL-23, by producing IL-17 in an antigen-nonspecific manner^10–13^. The ability of innate-like lymphocytes to produce innate IL-17 has been shown to be critical in many autoimmune disease models, including experimental autoimmune encephalomyelitis (EAE)^14,15^ and inflammatory bowel disease^16,17^. CD4^+^ T lymphocytes respond to their specific cognate antigen and further differentiate into distinct subsets of helper T cells, including T_H_1, T_H_2, and T_H_17, as defined by their pattern of effector cytokine production^18^. However, differentiated CD4^+^ T cells can respond directly to pro-inflammatory cytokines by producing innate effector cytokines. IL-1 family cytokines (IL-18, IL-33, IL-1β), along with the STAT activator cytokines (IL-12, IL-2, IL-23), were shown to promote effector cytokine production by T_H_1, T_H_2, and T_H_17 cells^19^. Moreover, IL-33-dependent IL-13 production by memory T_H_2 cells has been shown to contribute to allergic inflammation and protect against early helminth infection^20^. These findings demonstrate that the innate-like capacity of CD4^+^ T lymphocytes, which is correlated with innate-like lymphocytes, produce effector cytokines in response to pro-inflammatory cytokines. However, whether the innate immunological function of CD4^+^ T lymphocytes contributes to the pathogenicity of autoimmune diseases remains unclear.

CD4^+^ T lymphocytes specific for nonmyelin proteins have been proposed to invade the CNS^21,22^, regardless of their specificity for CNS antigens, thus providing encephalitogenic potential^23,24^. Furthermore, in an EAE model, most CNS-infiltrating CD4^+^ T cells were found to be myelin oligodendrocyte glycoprotein (MOG)-nonspecific^25–27^. Although nonmyelin-specific T cells have been associated with the pathogenesis of autoimmune disorders, the precise mechanism is unknown.

Here, we hypothesized that antigen non-related CD4^+^ T cells contribute to autoimmune disease pathogenesis in response to pro-inflammatory cytokines. We first screened for pro-inflammatory cytokines capable of initiating innate effector cytokine production by CD4^+^ T cells. We found that memory-like CD4^+^ T cells, but not naive CD4^+^ T cells, produced IL-17A and interferon (IFN)-γ in response to IL-1β and IL-23 in the absence of T-cell receptor (TCR) engagement. Bystander activation of memory-like CD4^+^ T cells increased the expression of pathogenic T_H_17 signature genes, including RORγt, CCR6, and GM-CSF. Furthermore, TCR-transgenic (OT-II) memory-like T_H_17 cells were shown to contribute to EAE pathogenicity regardless of antigen specificity by infiltrating and producing IL-17A, IFN-γ, and GM-CSF in the spinal cord in an IL-1R1-dependent manner. Taken together, our findings demonstrate the importance of the TCR-independent innate-like pathogenic role of bystander-activated memory CD4^+^ T cells in autoimmune encephalomyelitis.

## Results

### TCR-independent CD4 T cells activation via IL-1β and IL-23

To examine the innate-like capacity of CD4^+^ T lymphocytes, CD4^+^CD25^−^ T cells were sorted by fluorescence-activated cell sorting (FACS) and cultured in the presence of pro-inflammatory cytokines, including tumor necrosis factor (TNF), IL-6, IL-23, IL-12, and IL-1β in the absence of TCR stimulation. Additionally, IL-7 was added to the culture medium for T-cell survival and maintenance^28,29^. Consistent with previous results^30,31^, we found that IL-12 promoted IFN-γ production, which further synergized with TNF and IL-1β (Supplementary Fig. 1a). Interestingly, the pro-inflammatory cytokines IL-1β and IL-23 were the most potent cytokines inducing IL-17A production by CD4^+^ T cells and also promoted IFN-γ production (Supplementary Fig. 1a, b). The amount of IL-17A produced by CD4^+^ T cells in response to IL-1β and IL-23 was fivefold higher than that produced by anti-CD3/CD28-stimulated CD4^+^ T cells. However, these pro-inflammatory cytokines had no priming effects on CD4^+^ T cells to produce the T_H_2 cytokine IL-4 (Supplementary Fig. 1c). To further examine which CD4^+^ T-cell subset mainly produced TCR-independent IL-17A and IFN-γ, we isolated naive (CD4^+^CD25^−^CD62L^high^CD44^low^) and memory-like (CD4^+^CD25^−^CD62L^low^CD44^high^) T cells and cultured these cells with IL-7, IL-1β, and IL-23 without anti-CD3/CD28 stimulation. We eliminated the possibility of contamination of innate-like lymphocytes by sorting both naive and memory-like CD4^+^ T cells using NK and γδ TCR^+^ exclusion gates (Supplementary Fig. 2a). We found that IL-1β synergized with IL-23 to promote IL-17A and IFN-γ production by memory-like, but not naive, CD4^+^ T cells in the absence of TCR engagement (Fig. 1a). The frequency of IL-17A single-positive and IL-17A/IFN-γ double-positive CD4^+^ T cells was significantly increased in response to IL-1β, which was further upregulated by adding IL-23 (Fig. 1b, c). In this bystander activation, IL-6 was dispensable for the activation of memory-like CD4^+^ T cells to produce effector cytokines, which are correlated with innate-like lymphocytes^14,32–34^ (Supplementary Fig. 3). Because IL-1β and IL-23 are known to confer pathogenic characteristics to T_H_17 cells^5,7–9^, we assessed the mRNA levels of pathogenic T_H_17-related cytokines and transcription factors in cytokine-primed naive and memory-like CD4^+^ T cells (Fig. 1d). IL-1β promoted T_H_17-related genes, including IL-17A, IFN-γ, IL-22, GM-CSF, and RORγt, in memory-like CD4^+^ T cells (Fig. 1d). IL-1β acted synergistically with IL-23 to prime the bystander-activated memory-like CD4^+^ T cells to produce IL-17A, IFN-γ, and IL-22 (Fig. 1d). Taken together, these findings suggest that memory-like CD4^+^ T cells, but not naive CD4^+^ T cells, secrete IL-17A and IFN-γ in response to the pro-inflammatory cytokines IL-1β and IL-23 in a TCR-independent manner.

**Fig. 1:**
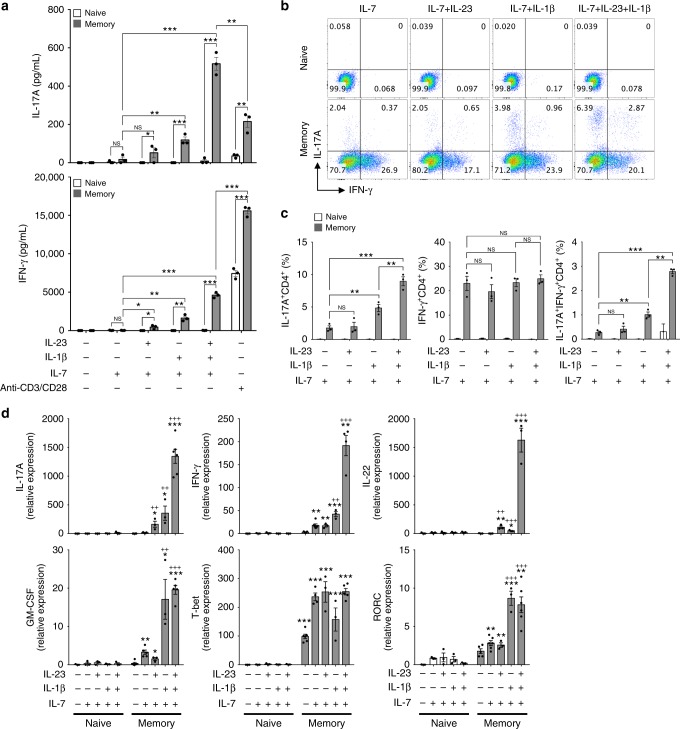
Memory-like CD4^+^ T cells respond to IL-1β and IL-23 by producing IL-17A and IFN-γ in the absence of TCR engagement. Naive (CD4^+^CD25^−^CD62L^high^CD44^low^) and memory-like (CD4^+^CD25^-^CD62L^low^CD44^high^) T cells were stimulated with IL-1β and/or IL-23 in the presence of IL-7 or anti-CD3/CD28 for 5 days. **a** IL-17A and IFN-γ concentrations in the supernatants were measured by ELISA. **b**, **c** The frequencies of IL-17A and IFN-γ-producing cells were analyzed by flow cytometry. **d** mRNA levels of transcription factors and cytokines were analyzed by quantitative real-time PCR. *p < 0.05, **p < 0.01, ***p < 0.001 versus naive CD4^+^ T cells plus IL-7; ^+^*p* < 0.05, ^++^*p* < 0.01, ^+++^*p* < 0.001 versus memory-like CD4^+^ T cells plus IL-7. Data are presented as the mean ± SEM of at least three independent experiments

### IL-1R1 licenses TCR-independent IL-17A and IFN-γ production

Based on our findings that IL-1β and IL-23 selectively affect memory-like, but not naive CD4^+^ T cells, we first evaluated the expression levels of the receptors for these cytokines. Both IL-1R1 and IL-23R were found to be expressed on memory-like, but not on naive, CD4^+^ T cells (Fig. 2a). We next examined whether IL-1β and IL-23 further upregulate the expression levels of IL-1R1 and IL-23R on memory-like CD4^+^ T cells. IL-1β appeared to be a critical factor for the upregulation of both IL-1R1 and IL-23R, whereas IL-23 alone selectively elevated IL-1R1 mRNA expression (Fig. 2b). However, in the presence of IL-1β, IL-23 significantly increased the expression levels of IL-1R1 and IL-23R, suggesting that IL-1β initiates the TCR-independent bystander activation of memory-like CD4^+^ T cells and that IL-23 propagates this response (Fig. 2b). Moreover, we found that IL-1β, together with IL-23, expanded the number of IL-1R1^+^ memory-like CD4^+^ T cells, which produce IL-17A and IFN-γ (Fig. 2c, d). To confirm the importance of IL-1 in bystander-activated memory-like CD4^+^ T cells, we conducted FACS sorting of memory-like (CD4^+^CD25^−^CD62L^low^CD44^high^) T cells from either *Il1r1*^−/−^ mice or from wild-type C57BL/6 mice, which were stimulated with IL-1β and IL-23. IL-17A and IFN-γ production by memory-like CD4^+^ T cells was significantly decreased in *Il1r1*^−/−^ T cells (Fig. 2e). Furthermore, treatment with the IL-1 receptor antagonist (IL-1RA) reduced IL-17A and IFN-γ production by memory-like CD4^+^ T cells (Fig. 2f), suggesting that cytokine-driven activation of T cells depends on IL-1R1 signaling. Because IL-1β has been reported to trigger the IL-1R1 signaling pathway, which activates signaling proteins, such as mitogen-activated kinases (c-Jun N-terminal kinase (JNK), p38, extracellular signal-regulated kinase (ERK)) and transcription factors (nuclear factor (NF)-κB)^35^, we analyzed the effects of NF-κB inhibitor (Bay11-7082) and p38 inhibitor (SB203580) treatment. The NF-κB inhibitor and p38 inhibitor inhibited IL-17A and IFN-γ production by memory-like CD4^+^ T cells in the absence of anti-CD3/CD28 stimulation (Fig. 2g). Cyclosporin A (CsA) is a calcineurin inhibitor that downregulates nuclear factor-activated T-cell (NFAT) signaling, which is activated by TCR engagement^36^. Importantly, CsA treatment strongly inhibited TCR-stimulated cytokine production, but failed to affect the production of IL-17A and IFN-γ by memory-like CD4^+^ T cells, which is activated by IL-1β and IL-23 without TCR stimulation (Fig. 2g). Because STAT3 signaling is critical for IL-17 production and the development of T_H_17 cells^3,37^, we examined whether IL-1β and IL-23 induce STAT3 activation in the absence of TCR engagement. We found that single or co-treatment of IL-1β and IL-23 directly increased the phosphorylation of STAT3 in memory-like CD4^+^ T cells, showing similar activation by anti-CD3/CD28 (Fig. 2h, i, Supplementary Fig. 4). Collectively, these results demonstrate that IL-1R1 signaling is critical for inducing TCR-independent production of IL-17A and IFN-γ by memory-like CD4^+^ T cells.

**Fig. 2:**
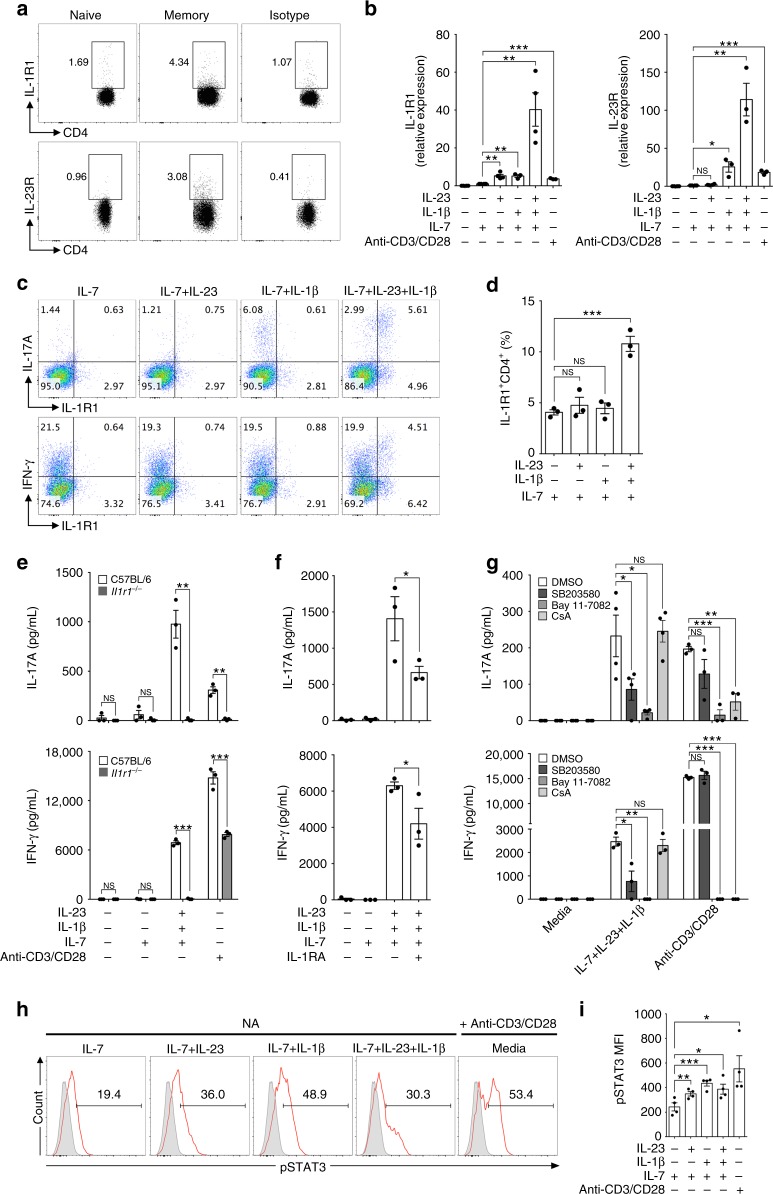
Bystander activation of memory-like CD4^+^ T cells is dependent on IL-1 receptor signaling. **a** The basal expression level of IL-1R1 and IL-23R in naive (CD4^+^CD62L^high^CD44^low^) and memory-like (CD4^+^CD62L^low^CD44^high^) T cells was analyzed by flow cytometry. **b** Memory-like CD4^+^ T cells were stimulated with IL-1β and/or IL-23 in the presence of IL-7 and the mRNA levels of IL-1R1 and IL-23R were analyzed by quantitative real-time PCR. **c**, **d** Memory-like CD4^+^ T cells were stimulated with IL-1β and/or IL-23 in the presence of IL-7 for 5 days and the frequencies of IL-1R1, IL-17A, and IFN-γ were analyzed by flow cytometry. **e** Memory-like CD4^+^ T cells from C57BL/6 wild-type and IL-1R1-deficient (*Il1r1*^-/-^) mice were stimulated with IL-1β and IL-23 in the presence of IL-7 or anti-CD3/CD28 for 5 days, and IL-17A and IFN-γ concentrations in the supernatants were measured by ELISA. Memory-like CD4^+^ T cells were stimulated with IL-1β and IL-23 in the presence or absence of **f** IL-1RA (IL-1R1 antagonist) or **g** SB203580 (p38 inhibitor), BAY 11-7082 (NF-κb inhibitor), and CsA (Cyclosporin A) for 5 days. **h**, **i** phosphorylated STAT3 percentage and mean fluorescence intensity were analyzed by flow cytometry. Data are presented as the mean ± SEM of at least three independent experiments. NS, not significant; *p < 0.05, **p < 0.01, ***p < 0.001

### IL-1/IL-23-primed T cells exhibit pathogenic T_H_17 signature

To characterize the gene expression profile in bystander-activated memory-like CD4^+^ T cells, we isolated mRNA from memory-like CD4^+^ T cells (CD4^+^CD25^−^CD62L^low^CD44^high^) from C57BL/6 mice and/or stimulated the cells with IL-7, IL-1β, and IL-23. The transcriptomes of the bystander-activated memory-like CD4^+^ T cells were analyzed by RNA sequencing. 

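Memory-like CD4+ T cells were cultured for 5 days with 10 ng/mL IL-7 alone, or with 20 ng/mL IL-23, 20 ng/mL IL-1β or both added, and 1 library was sequenced per condition, so differences between conditions have no replicate check. Poly(A) RNA was sequenced as paired-end reads, which the authors aligned to the mouse genome (mm10) with HISAT and quantified per gene with StringTie. The deposited values are FPKM for 24532 genes, neither log-transformed nor quantile-normalized. They sum to 468309.7 in the IL-7 library, 470442 with IL-23, 491813 with IL-1β and 485825 with both cytokines. FPKM carry no read counts. In genes with a single transcript of known length, however, low values fall in steps that are worth about 1 fragment, and these steps place the depth near 28450000 fragments for IL-7, 33000000 with IL-23, 34950000 with IL-1β and 24750000 with both. Multiplying FPKM by transcript length and this depth gave approximate fragments behind each gene, and the 95% intervals given for ratios of FPKM are exact Clopper-Pearson intervals on those fragments. They cover counting error only and compare libraries, not conditions. Following the stated methods, 10824 genes listed at 0 in any library were dropped, 1 was added to the FPKM of the remaining 13708 genes, and log2 values were quantile-normalized across the 4 libraries. Log2 changes are on this scale, which understates the change of genes with low values.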

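At a fold change of at least 2 on the quantile-normalized log2(FPKM + 1) scale, 359 genes differed from the IL-7 library in at least 1 of the 3 stimulated libraries. Taking all 6 pairs of libraries in place of the 3 comparisons with IL-7 gave 414 genes. A fold change of at least 3 gave 107 genes, and a pseudocount of 0.1 in place of 1 gave 1050. Of the 359 genes, 327 are annotated as protein-coding, 19 as microRNA genes and 6 as transcribed pseudogenes. A transcript length was available for 354 of them, and in 340 of these the interval of the largest ratio excluded 1; choosing genes by their change favours this. In 100 simulations of unchanged libraries at these depths, without quantile normalization, counting error alone carried a median of 56 genes past the threshold.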

We identified 413 differentially expressed genes that were upregulated or downregulated by least twofold (Fig. 3a). Of these 413 genes, memory-like CD4^+^ T cells stimulated with IL-1β or with IL-1β and IL-23 in the presence of IL-7 displayed a unique gene expression signature (Fig. 3a, b). 

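Principal component analysis of the changed genes placed 57.2% of the variance on component 1 and 31.7% on component 2. On component 1, the IL-7 library scored -16.25 and the IL-23 library -4.88, against 7.79 with IL-1β and 13.34 with both cytokines. On component 2, the IL-1β library scored 13.12 and the IL-7 library 2.10, against -7.41 with IL-23 and -7.81 with both cytokines. The changed genes include 5 in pairs that share sequence, whose changes are no evidence for a cytokine effect, as given under the other observations. Among them, Rps27 changed from IL-7 by a log2 of 8.75 with IL-23, 8.49 with IL-1β and 8.57 with both. Components without these genes were not computed, so their part in the scores is unknown. When all 13708 genes entered, component 1 held 62.3% of the variance. The effect of IL-1β was then compared without and with IL-23, in pairs of libraries that have none in common. Across genes, which are not independent replicates, the log2 changes had a Pearson correlation of 0.65 and a Spearman correlation of 0.71. For the effect of IL-23 without and with IL-1β, these were 0.31 and 0.20. With IL-23 alone only 29 genes were raised and 22 lowered by a fold change of 2, so counting error can lower these values. Atp6v0c, Atp6v0c-ps2 and Rpl37rt, which share sequence with a copy, moved with IL-23 in both pairs and can raise the Pearson value. These values therefore do not tell whether the effect of IL-23 depends on IL-1β.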

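The genes Cxcl3, Il17a, Ifng, Il22, Csf2, Il23r and Bhlhe40 were each highest in the library with IL-7, IL-23 and IL-1β. Coordinates are those of the mm10 primary assembly. Il22, on chromosome 10 from 118204584 to 118210047, went from 0.770 FPKM with IL-7 to 40.6 with IL-23, 23.1 with IL-1β and 728 with both cytokines, a ratio of 945 to IL-7 (95% counting interval 644 to 1495). Of the 50-base sequences of Il22 transcripts, 41.0% also occur in its paralog Iltifb, so reads can be shared; Iltifb moved the same way, from 0.270 to 41.4 FPKM. Il17a, on chromosome 1 from 20730905 to 20734496, went from 0.796 FPKM with IL-7 to 1.73 with IL-23, 12.6 with IL-1β and 50.5 with both, and its ratio to IL-7 with both was 63.4 (interval 42.7 to 94.9). For Cxcl3, on chromosome 5 from 90786101 to 90788093, the values went from 1.55 FPKM with IL-7 to 14.7 with IL-23, 37.1 with IL-1β and 78.5 with both. Ifng, on chromosome 10 from 118441046 to 118445894, hardly moved with IL-23, at 21.5 FPKM against 20.6 with IL-7, but reached 36.2 with IL-1β and 159 with both. Il23r, on chromosome 6 from 67422932 to 67491855, rose from 1.86 FPKM with IL-7 to 2.96 with IL-23, 4.79 with IL-1β and 12.0 with both. The log2 change with both cytokines was 1.20 for Bhlhe40, on chromosome 6 from 108660629 to 108666925. Csf2, on chromosome 11 from 54247270 to 54249899, was at 4.95 FPKM with IL-7, 3.34 with IL-23, a ratio of 0.675 to IL-7 (interval 0.502 to 0.895), 27.1 with IL-1β and 27.4 with both. Its ratio between the last pair of libraries was 1.01 (interval 0.903 to 1.13), within counting error, whereas for the other 6 genes the interval lay above 1. All 7 genes exceeded the sum of the separate increases in FPKM. By this measure Csf2 exceeded the sum 1.07-fold, Il17a 3.73-fold and Il22 11.6-fold. No counting interval was made for these excesses, so the small one of Csf2 may be counting error. On the log2 scale, which adds 1 to FPKM, 6 exceeded the product of the separate folds, and Cxcl3 lay below it by a log2 difference of -1.55. In ratios of FPKM, 5 exceeded it, and Il22 also lay below, at 0.599 of the product, with about 24 fragments in the IL-7 library. Csf2 counts under both measures mainly because it fell with IL-23 alone.

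**Figure D1:**
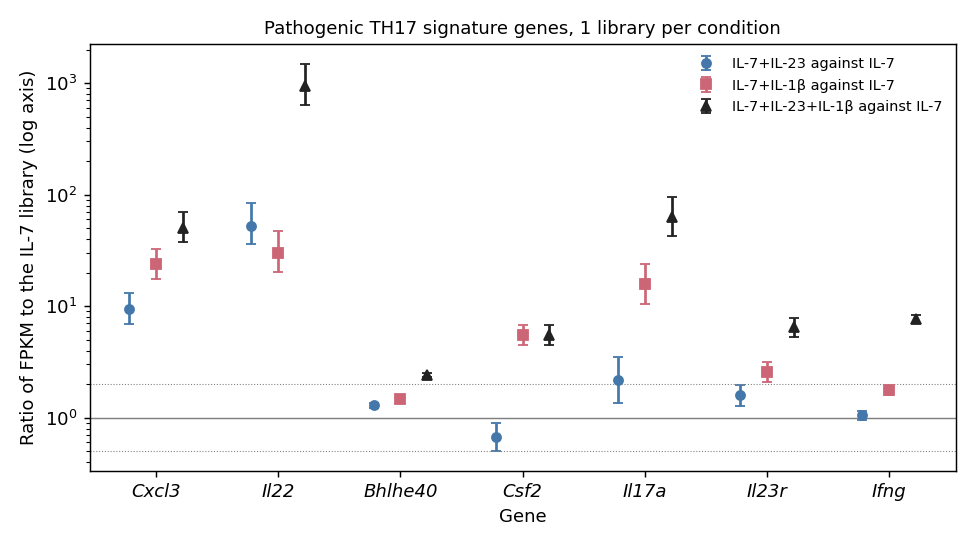
Ratio of FPKM to the IL-7 library (log axis) for 7 pathogenic TH17 signature genes. Points are single libraries, bars are 95% counting intervals, and dotted lines mark a fold change of 2 in either direction; the ratio with both cytokines is highest for Il22, at 945.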

Correlating with our reverse transcription (RT)-PCR data, IL-1β upregulated pathogenic T_H_17 signature genes (Cxcl3, Il17a, Ifng, Il22, Csf2, Il23r, Bhlhe40, and Rorc) in a synergistic manner with IL-23 (Fig. 3c). These bystander-activated memory-like CD4^+^ T cells, induced by IL-1β or IL-1β and IL-23, showed decreased expression of non-pathogenic T_H_17 genes, including Foxp3, Il10, and Il6st, which are associated with immune regulation. However, they exhibited increased expression of the C–C chemokine ligand Ccl20 and C–C chemokine receptor Ccr6, both of which are important for the migration and recruitment of pathogenic T_H_17 cells into inflammatory tissues. These patterns are represented as a scatter plot (Fig. 3d). 

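Foxp3, on chromosome X from 7579676 to 7595243 of the mm10 primary assembly, was at 14.9 FPKM with IL-7, 12.1 with IL-1β and 11.5 with both cytokines. The log2 changes from IL-7 were -0.25 and -0.31. Il6st, on chromosome 13 from 112464070 to 112506860, was at 18.6, 11.9 and 13.7 FPKM, with log2 changes of -0.58 and -0.40. Il10, on chromosome 1 from 131019845 to 131024970, was at 4.51, 2.14 and 0.936 FPKM, about 168 fragments with IL-7 and 30 with both. Its log2 change was -0.82 with IL-1β and -1.51 with both, the only one of these 6 changes that passed a fold change of 2 on this scale. As a ratio of FPKM, Il10 with IL-1β was at 0.475 of IL-7, and with a pseudocount of 0.1 its log2 change was -1.06. The counting intervals of all 6 ratios lay below 1. With IL-23 alone, Foxp3 was at 14.4 FPKM, Il6st at 18.9 and Il10 at 2.82.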

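Ccr6, on chromosome 17 from 8236041 to 8258519, rose from 7.12 FPKM with IL-7 to 27.2 with IL-1β, a log2 change of 1.79. With both cytokines it was at 9.66 FPKM, a log2 change of 0.42 and a ratio to IL-7 of 1.36 (95% counting interval 1.15 to 1.60). Ccl20, on chromosome 1 from 83116766 to 83119167, was at 0.478 FPKM with IL-7, 3.33 with IL-1β and 0.743 with both, and rested on about 11, 91 and 14 fragments. Its log2 change was 1.52 with IL-1β and 0.22 with both. For the latter, a difference from IL-7 was not detectable at this depth, since the interval of the ratio ran from 0.617 to 3.56. Both genes were lower with both cytokines than with IL-1β alone, at ratios of 0.355 for Ccr6 (interval 0.312 to 0.402) and 0.223 for Ccl20 (interval 0.114 to 0.384). With IL-23 alone, Ccr6 was at 7.75 FPKM and Ccl20 at 0.262, the latter on about 7 fragments. Against that library, the ratios with both cytokines were 1.25 for Ccr6 (interval 1.06 to 1.46) and 2.84 for Ccl20 (interval 1.007 to 7.81).

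**Figure D2:**
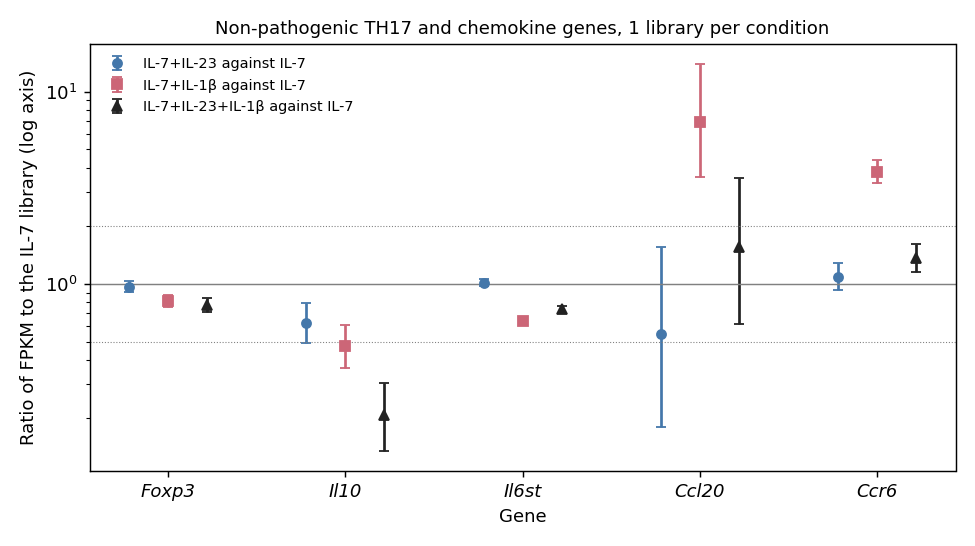
Ratio of FPKM to the IL-7 library (log axis) for Foxp3, Il10, Il6st, Ccl20 and Ccr6. Points are single libraries, bars are 95% counting intervals, and dotted lines mark a fold change of 2 in either direction; Ccr6 stands at 3.83 with IL-1β and 1.36 with both cytokines.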

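Against IL-7, 182 genes were raised and 27 lowered by a fold change of at least 2 with IL-1β, and 192 were raised and 36 lowered with IL-23 and IL-1β. With IL-23 alone, 29 were raised and 22 lowered. The libraries with IL-1β and with both cytokines had 85 raised genes in common. Because both are compared with the same IL-7 library, some overlap arises by chance. In 100 simulations of unchanged libraries with counting error only, a median of 4 and at most 10 such genes arose. The simulations leave out anything else particular to the IL-7 library. Rps27, which is among the 85, is such a case, as given under the other observations. Of the 182 genes raised with IL-1β alone, 42 were higher still with both cytokines and 140 were lower; choosing genes by their rise in the IL-1β library favours the second direction. At a fold change of 3, 64 genes were raised with IL-1β and 56 with both cytokines.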

Based on the pathogenic T_Η_17-like gene expression profiles of bystander-activated T cells, we next examined the expression of transcription factor RORγt in these cells. IL-1β directly induced RORγt expression in memory-like CD4^+^ T cells (Fig. 3e). We found that RORγt^high^ memory-like CD4^+^ T cells were the major contributors to IL-17A and IFN-γ production (Fig. 3f). IL-17A single-positive and IL-17A/IFN-γ-double-positive cells expressed high levels of RORγt, indicating that these RORγt^high^ memory-like CD4^+^ T cells are the main bystander-activated subpopulation (Fig. 3g). Additionally, we confirmed that bystander-activated memory-like CD4^+^ T cells produced GM-CSF, which is a critical factor in T_H_17 pathogenicity. Intracellular cytokine staining (Fig. 3h, i) and an enzyme-linked immunosorbent assay (ELISA) (Fig. 3j) demonstrated that stimulation of memory-like CD4^+^ T cells with IL-1β induced GM-CSF secretion, which was further upregulated by adding IL-23. 

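Over the 7 pathogenic TH17 signature genes reported here, taken as a list, the median log2 change from IL-7 was 0.45 with IL-23, 2.24 with IL-1β and 2.84 with both cytokines. Each median was above those of all 10000 random lists of 7 genes matched on mean expression, its percentile being 100 in the 3 comparisons. This describes the 4 libraries and is not a test between conditions, and the genes are the paper's own selection, which favours a high percentile. The median over Foxp3, Il10 and Il6st was -0.58 with IL-1β, at percentile 0.420 of its matched random lists, and -0.40 with both cytokines, at percentile 1. With IL-23 alone it was -0.048, at percentile 26.0. Foxp3, Il10 and Il6st are likewise the paper's own selection, as genes that decreased, which favours a low percentile. Taking its results together, the paper proposes that memory-like CD4+ T cells activated by IL-1β and IL-23 take on a profile like that of pathogenic TH17 cells.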

Taken together, these results suggest that bystander-activated memory-like CD4^+^ T cells by IL-1β and IL-23 adopt a pathogenic T_H_17-like profile, which would play a role in T_H_17-type inflammation.

**Fig. 3:**
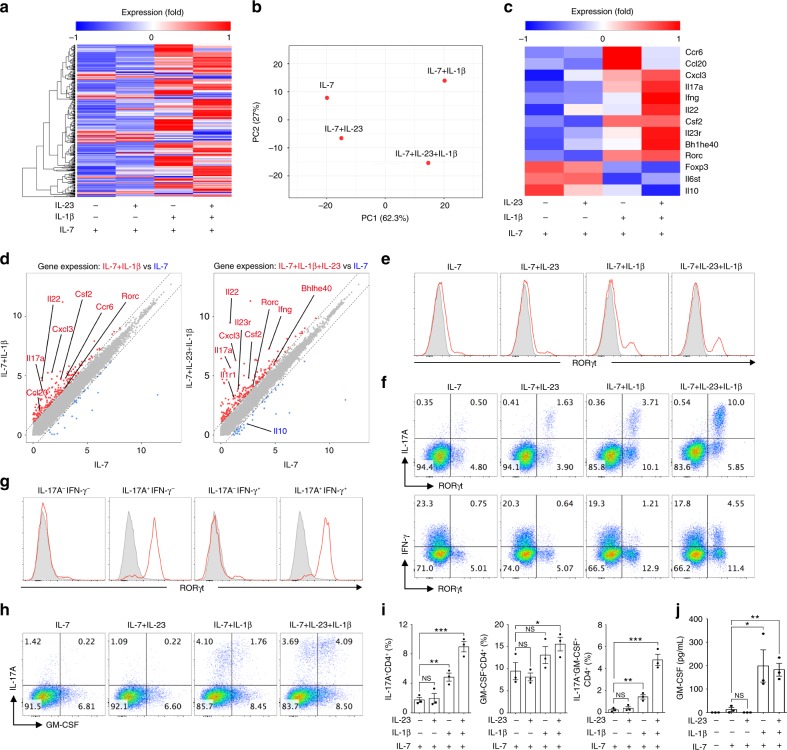
IL-1β and IL-23 induce a pathogenic T_H_17 molecular signature in memory-like CD4^+^ T cells. **a** RNA-seq analysis of 413 genes, upregulated or downregulated by over twofold, in memory-like (CD4^+^CD25^-^CD62L^low^CD44^high^) T cells stimulated in vitro for 5 days with IL-1β and/or IL-23 in the presence of IL-7. **b** Principle component analysis of memory-like CD4^+^ T cells stimulated with IL-1β and/or IL-23 in the presence of IL-7. **c** Heatmap analysis of 13 genes of interest. **d** Scatter plot indicates genes upregulated or downregulated over twofold in memory-like CD4^+^ T cells stimulated with IL-7 versus IL-7 and IL-1β or IL-7 versus IL-7, IL-23 and IL-1β. **e**–**g** FACS-sorted memory-like (CD4^+^CD25^-^CD62L^low^CD44^high^) T cells were stimulated with IL-1β and/or IL-23 in the presence of IL-7 for 5 days. The expression levels of IL-17A, IFN-γ, and RORγt were determined by flow cytometry. **h**, **i** The proportion of IL-17A- and GM-CSF-expressing cells following IL-1 and IL-23 stimulation were analyzed by flow cytometry. **j** GM-CSF concentrations in the culture supernatants were measured by ELISA. Data are presented as the mean ± SEM of three (**e**–**j**) independent experiments. NS, not significant; *p < 0.05, **p < 0.01, ***p < 0.001

### Bystander T cells contribute to EAE pathogenesis

Our previous results raise the possibility that antigen-independent, bystander-activated, memory-like CD4^+^ T cells could play a role in T_H_17-related autoimmune pathogenesis. To further investigate the immunopathological role for this bystander response, we hypothesized that bystander-activated memory-like CD4^+^ T cells contribute to the development of EAE, a T_H_17-mediated autoimmune disease model of multiple sclerosis (MS). MOG_38-49_-IA^b^ tetramer staining showed that in an EAE model, most CNS-infiltrating CD4^+^ T cells were MOG-nonspecific (Fig. 4a, b), which is consistent with the results of previous studies^24–26^. Interestingly, MOG-nonspecific CD4^+^ T cells produced large amounts of IL-17A, IFN-γ, and GM-CSF in the CNS (Fig. 4c). To further examine the role of antigen non-related CD4^+^ T cells in EAE pathogenicity, we generated ovalbumin (OVA)-specific memory-like CD4^+^ T cells in vitro. Naive CD45.1^+^CD4^+^ T cells from ovalbumin–TCR-transgenic (OT-II) mice were primed under T_H_17 conditions for 4 days and further cultured in medium containing IL-7 (Supplementary Fig. 5a). We confirmed the memory phenotypes of these cells on day 14 based on surface marker expression and their lower levels of effector cytokine production (Supplementary Fig. 5b, c). To determine whether OT-II memory-like T_H_17 cells contribute to the development of EAE, we adoptively transferred MOG–TCR-transgenic (2D2) naive CD45.1^-^CD4^+^ T cells, with or without OT-II memory-like T_H_17 cells (CD45.1^+^CD4^+^), into Rag2^−/−^ mice. The mice administered myelin-specific T cells, together with OT-II memory-like T_H_17 cells, developed significantly higher EAE severity (Fig. 4d) and myelin destruction (Fig. 4e) with exaggerated lethality (Supplementary Fig. 6a, b) compared with mice administered myelin-specific naive 2D2 T cells alone. We observed substantial infiltration of antigen non-related OT-II memory-like T_H_17 cells (CD45.1^+^CD4^+^) in the spinal cord, which produced the effector cytokines IL-17A, IFN-γ, and GM-CSF when co-transferred with myelin-specific CD4^+^ T cells (Fig. 4f, g). After demonstrating that antigen non-related OT-II memory-like T_H_17 cells contribute to EAE development, we examined whether these cells affect the infiltration and effector cytokine production of myelin-specific T cells. However, the absolute number of CNS-infiltrating myelin-specific T cells and levels of IL-17A, IFN-γ, and GM-CSF were not significantly different (Fig. 4h, i), suggesting that antigen-specific T-cell function was not affected by antigen non-related memory T cells. As complete Freund’s adjuvant (CFA) challenge alone did not contribute to the peripheral activation of OT-II memory-like T_H_17 cells or myelin-specific 2D2 T cells in the development of EAE (Supplementary Fig. 7), we concluded that bystander memory T-cell function in EAE pathogenesis requires an antigen-specific T-cell response. In summary, these data suggest that antigen non-related bystander-activated memory-like CD4^+^ T cells contribute to EAE pathogenicity by amplifying IL-17A, IFN-γ, and GM-CSF production in the CNS.

**Fig. 4:**
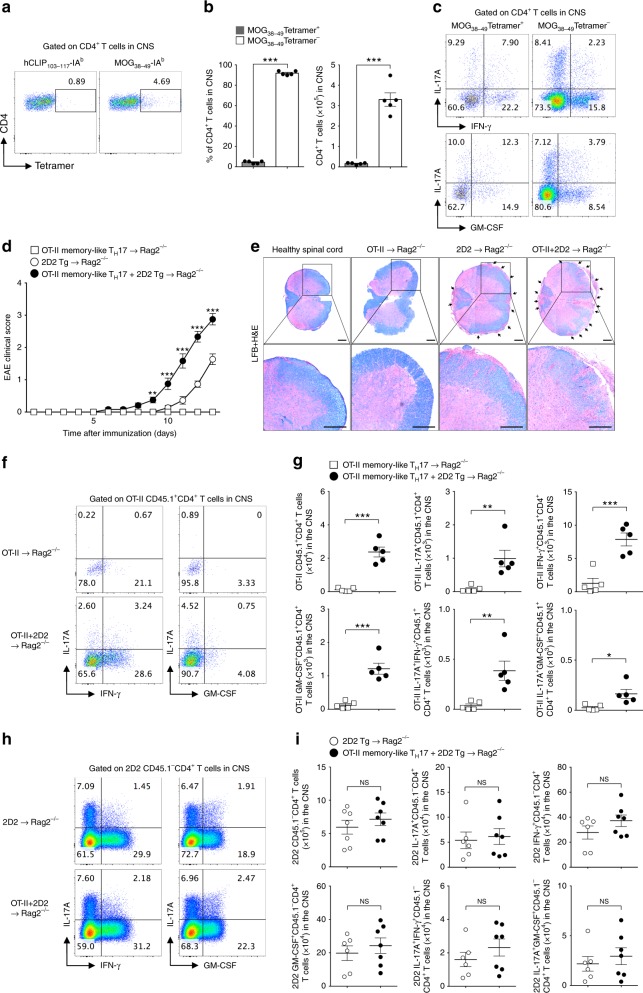
Antigen non-related memory-like T_H_17 cells infiltrate the CNS, amplifying EAE severity. **a**–**c** EAE was induced in 8-week-old female C57BL/6 mice by immunization with MOG in complete Freund’s adjuvant. **a** MOG_38-49-_IA^b^ tetramer staining of CD4^+^ T cells in the spinal cord as determined by flow cytometry. **b** The proportion and absolute cell number of spinal cord-infiltrating CD4^+^ T cells was analyzed at day 14 post-immunization. **c** The proportion of spinal cord-infiltrating cytokine-producing CD4^+^ T cells was analyzed at day 14. **d** Naive CD4^+^ T cells from MOG–TCR-transgenic (2D2) mice were adoptively transferred, with or without in vitro-cultured OT-II memory-like T_H_17 cells, into Rag2^−/−^ mice and immunized with MOG in complete Freund’s adjuvant. Mice EAE clinical scores were monitored daily. **e** Spinal cord tissues were harvested and observed after Luxol fast blue and hematoxylin and eosin staining to determine demyelination and tissue inflammation levels (scale bar, 100 μm). **f** The proportion or **g** absolute cell number of spinal cord-infiltrating cytokine-producing OT-II CD45.1^+^CD4^+^ T cells was analyzed on day 13 after immunization. **h** The proportion or **i** absolute cell number of spinal cord-infiltrating cytokine-producing 2D2 CD45.1^−^ CD4^+^ T cells was analyzed. Data are presented as the mean ± SEM of two (**a**–**c**) or three (**d**–**i**) independent experiments. NS, not significant; *p < 0.05, **p < 0.01, ***p < 0.001

### CNS-infiltrating kinetics of bystander T cells in EAE

Next, we examined the differences in the kinetics of spinal cord infiltration between antigen-specific and non-related T cells during EAE development. We performed identical EAE experiments as described above and checked 2D2 and OT-II T-cell infiltration in the spinal cord and spleen at different time points. We observed significantly increased infiltration of IL-17A^+^, IFN-γ^+^, and GM-CSF^+^-producing OT-II memory-like T_H_17 cells (Fig. 5a, b) along with myelin-specific T cells (Fig. 5c, d) in the spinal cord beginning on day 7, the early onset of EAE, which peaked on day 15. In contrast, the absolute number of 2D2 and OT-II T cells in the spleen gradually decreased by day 15, indicating that both antigen-specific and non-related T cells migrated to the spinal cord from peripheral circulation (Supplementary Fig. 8). We also detected increased mRNA expression of IL-6, IL-1β, and IL-23p19 in the spinal cord tissue during EAE development (Fig. 5e). The IL-1β level was elevated at the onset of clinical symptoms (day 7) and showed greater upregulation during EAE development (days 11 and 15), which coincided with the detection of bystander-activated memory-like T_H_17 cells in the spinal cord. We further confirmed the kinetic display of antigen non-related effector CD4^+^ cells in an active EAE model. MOG_38-49_-IA^b^ tetramer staining revealed that both MOG-specific and MOG-nonspecific CD4^+^ T cells in the spinal cord had comparable kinetic patterns of infiltration (Fig. 5f, g). Although MOG-specific T cells were increased in the spinal cord, MOG-nonspecific T cells infiltrated during EAE, which were dominant over antigen-specific T cells (Fig. 5h). Taken together, these results suggest that antigen non-related CD4^+^ T cells, together with antigen-specific T cells, infiltrate inflammatory regions throughout the development of autoimmune neuroinflammation.

**Fig. 5:**
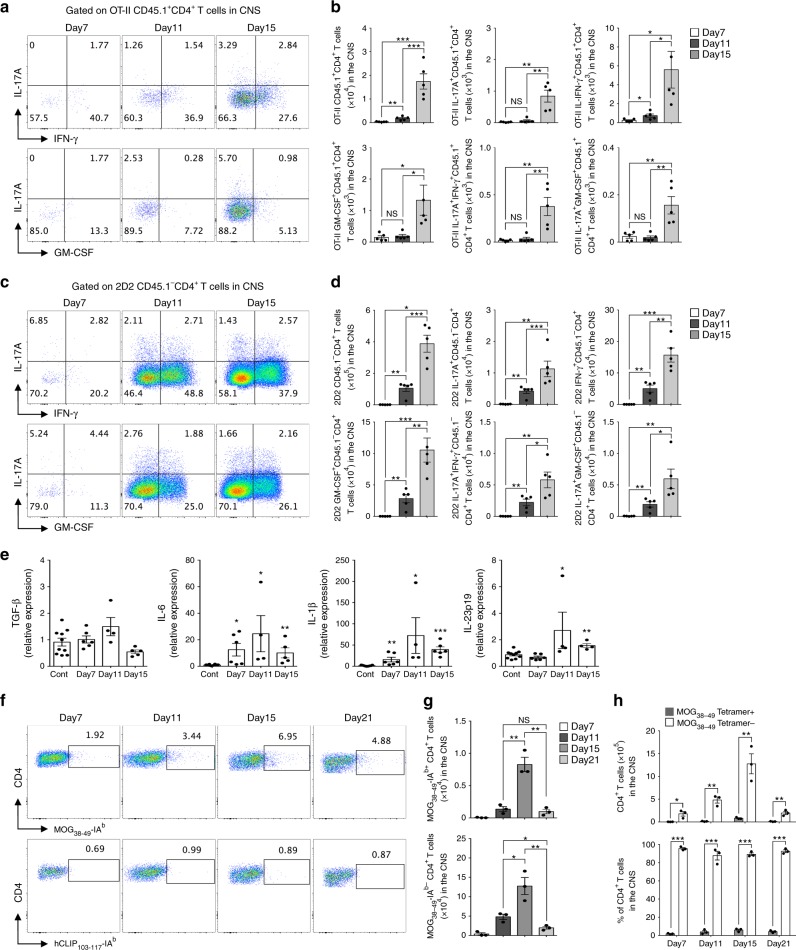
Kinetics of myelin-specific and non-related CD4^+^ T cells infiltration into the spinal cord during the development of EAE. **a**–**d** Naive CD4^+^ T cells from MOG–TCR-transgenic (2D2) mice were adoptively transferred with in vitro-cultured OT-II memory-like T_H_17 cells into Rag2^−/−^ mice and immunized with MOG in complete Freund’s adjuvant. **a** The proportion and **b** absolute cell number of spinal cord-infiltrating cytokine-producing OT-II CD45.1^+^CD4^+^ T cells was analyzed on day 7 (score 0.5–1), day 11 (score 2–2.5), and day 15 (score 3–4) after immunization. **c** The proportion and **d** absolute cell number of spinal cord-infiltrating cytokine-producing 2D2 CD45.1^-^ CD4^+^ T cells was analyzed. **e** The levels of mRNAs encoding cytokines TGF-β, IL-6, IL-1β, and IL-23p19 were analyzed in the spinal cord by quantitative real-time PCR. **f**–**h** EAE was induced in 8-week-old female C57BL/6 mice by immunization with MOG in CFA. **f** MOG_38-49-_IA^b^ tetramer staining of CD4^+^ T cells in the spinal cord as determined by flow cytometry. **g**, **h** The proportion and absolute cell number of spinal cord-infiltrating CD4^+^ T cells was analyzed on day 7 (score 0.5–1), day 11 (score 2–2.5), day 15 (score 3–4), and day 21 (score 1–2) after immunization. Data are presented as the mean ± SEM of two independent experiments. NS, not significant; *p < 0.05, **p < 0.01, ***p < 0.001

### IL-1R1 is required for bystander T-cell EAE pathogenicity

Based on these results, we next examined whether the pathogenic function of bystander-activated memory-like T_H_17 depends on IL-1R1 signaling. We generated OT-II memory-like T_H_17 cells from wild-type or *Il1r1*^−/−^ mice and confirmed that there were no intrinsic defects in T_H_17 differentiation and memory formation in *Il1r1*^*−/−*^ OT-II cells (Supplementary Fig. 9a, b). OT-II memory-like T_H_17 cells from wild-type or *Il1r1*^−/−^ mice were transferred along with myelin-specific 2D2 T cells into Rag2^−/−^ mice. In the absence of IL-1R1 in OT-II memory-like T_H_17 cells, enhanced susceptibility to the development of EAE was completely lost (Fig. 6a). Although the absolute numbers of CNS-infiltrating myelin-specific T cells were comparable between groups, the number of OT-II memory-like T_H_17 cells in the spinal cord was significantly reduced in the absence of IL-1R1 (Fig. 6b, c). Similarly, a significant reduction was observed in the absolute number and proportion of IL-17A-, IFN-γ-, and GM-CSF-producing OT-II T cells in the spinal cord (Fig. 6d, e). Effector cytokine production by myelin-specific T cells in the spinal cord was not affected by *Il1r1*^−/−^ OT-II memory T_H_17 cells (Supplementary Fig. 10a, b). The transferred *Il1r1*^−/−^ OT-II memory-like T_H_17 cells remained in the spleen compared with the wild-type, with less infiltration into inflammatory tissues (Supplementary Fig. 11). To determine whether effector cytokine production by bystander-activated OT-II memory-like T_H_17 cells depends on IL-1R1 signaling, we cultured in vitro-generated memory-like T_H_17 cells from wild-type or *Il1r1*^−/−^ mice in the presence of IL-1β and IL-23. Importantly, IL-1β directly induced IL-17A, IFN-γ, and GM-CSF production by OT-II memory-like T_H_17 cells, which was enhanced by the addition of IL-23 (Fig. 6f, g). However, *Il1r1*^−/−^ OT-II memory-like T_H_17 cells failed to respond to IL-1β and IL-23, demonstrating the critical role of IL-1R1 signaling in bystander effector function (Fig. 6f, g). Because of the reduced infiltration of *Il1r1*^−/−^ OT-II memory-like T_H_17 cells into the spinal cord, we examined chemokine receptor expression levels. We found that IL-1β directly induced both mRNA (Fig. 6h) and protein expression (Fig. 6i) of the chemokine receptor CCR6, which regulates T_H_17 cell recruitment to the CNS^38^. Thus, the autoimmune pathogenesis of bystander-activated memory-like CD4^+^ T cells appears to depend on IL-1R1 signaling.

**Fig. 6:**
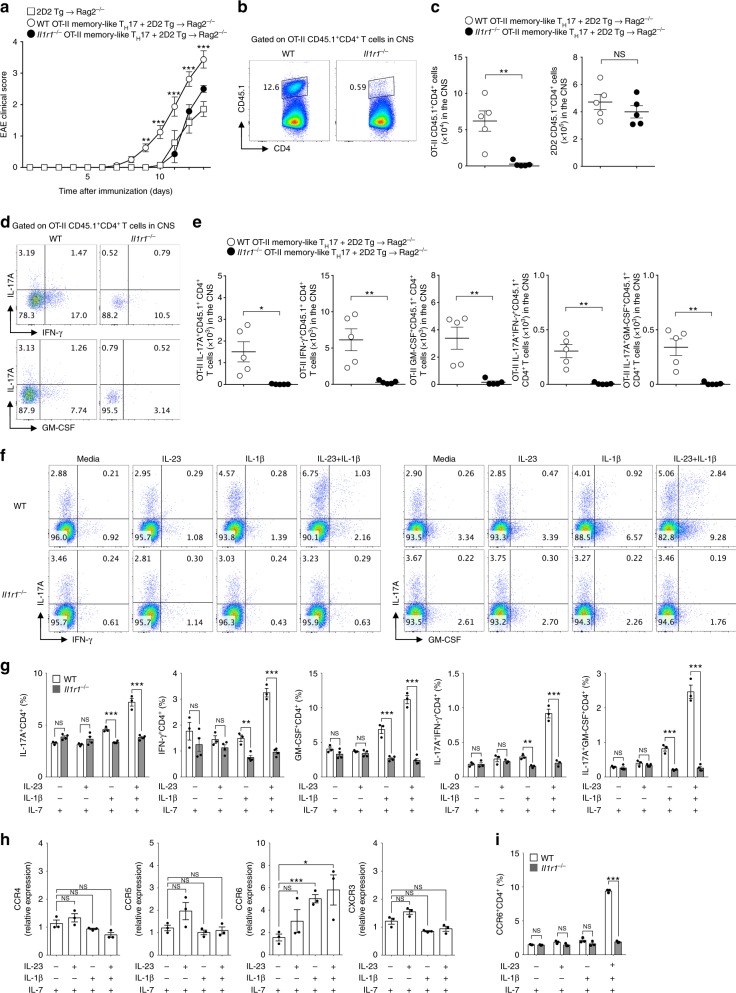
Pathogenic function of antigen non-related memory-like T_H_17 cells is directly mediated by the IL-1 receptor. **a** Naive CD4^+^ T cells from MOG–TCR-transgenic (2D2) mice were adoptively transferred with or without in vitro-cultured OT-II memory-like T_H_17 cells from wild-type or *Il1r1*^−/−^ mice into Rag2^−/−^ mice and were immunized with MOG in complete Freund’s adjuvant. Mice EAE clinical scores were monitored daily. **b** The proportion and **c** absolute cell number of spinal cord-infiltrating CD4^+^ T cells was analyzed on day 13 after immunization. **d** The frequency or **e** absolute cell number of IL-17A, IFN-γ, and GM-CSF was determined by OT-II CD45.1^+^CD4^+^ T cells in the spinal cord. **f**, **g** In vitro-cultured OT-II memory-like T_H_17 cells from wild-type or *Il1r1*^−/−^ mice were stimulated with IL-1β and/or IL-23 in the presence of IL-7 for 3 days. The proportion of IL-17A, IFN-γ, and GM-CSF-producing cells was analyzed by flow cytometry. **h** The levels of mRNAs encoding chemokine receptors were analyzed by quantitative real-time PCR. **i** The proportion of CCR6 expressing cells was analyzed by flow cytometry. Data are presented as the mean ± SEM of two (**a**–**e**) or three (**f**–**i**) independent experiments. NS, not significant; *p < 0.05, **p < 0.01, ***p < 0.001

### IL-1R1 high human memory T cells produce IL-17A and IFN-γ

The observation of antigen non-related bystander activation of memory-like CD4^+^ T cells in mice prompted us to investigate whether human CD4^+^ lymphocytes can produce effector cytokines in a TCR-independent manner. Human central memory (CM; CD4^+^CD25^−^CD45RA^−^CCR7^+^) and effector memory (EM; CD4^+^CD25^-^CD45RA^-^CCR7^−^) T cells showed significantly higher IL-1R1 levels than naive (CD4^+^CD25^−^CD45RA^+^CCR7^+^) T cells (Fig. 7a). Consistent with our results in mice, we found that FACS-sorted human total memory (CD4^+^CD25^−^CD45RA^−^CCR7^+/-^) T cells, but not naive (CD4^+^CD25^−^CD45RA^+^CCR7^+^) T cells, responded to IL-1β and IL-23 to promote IL-17A and IFN-γ production in the absence of TCR engagement (Fig. 7b). The pro-inflammatory cytokines IL-1β and IL-23 increased the mRNA expression of the effector cytokines IL-17A, IFN-γ, and IL-22 in human memory CD4^+^ T cells, while no significant differences were observed in GM-CSF and RORγt levels (Fig. 7c). IL-1β and IL-23 increased IL-17A single-positive and IL-17A/IFN-γ-double positive populations of human memory, but not naive, CD4^+^ T cells (Fig. 7d). Interestingly, IL-1R1^+^ memory CD4^+^ T cells showed higher expression levels of IL-23R (Fig. 7e). Based on these findings, we next FACS-sorted IL-1R1^+^ and IL-1R1^−^ T cells from human memory and naive CD4^+^ T cells and further cultured these cells in medium containing the cytokines IL-1β and IL-23 without anti-CD3/CD28 stimulation. We found that IL-1R1^+^ human memory CD4^+^ T cells were the main subpopulation to be bystander-activated, resulting in the production of IL-17A and IFN-γ (Fig. 7f). Neither IL-1R1^+^ nor IL-1R1^−^ naive CD4^+^ T cells responded to IL-1β and IL-23 (Fig. 7f). Collectively, these data suggest that IL-1R1^+^ human memory CD4^+^ T cells are bystander-activated and produce IL-17A and IFN-γ in the absence of TCR engagement.

**Fig. 7:**
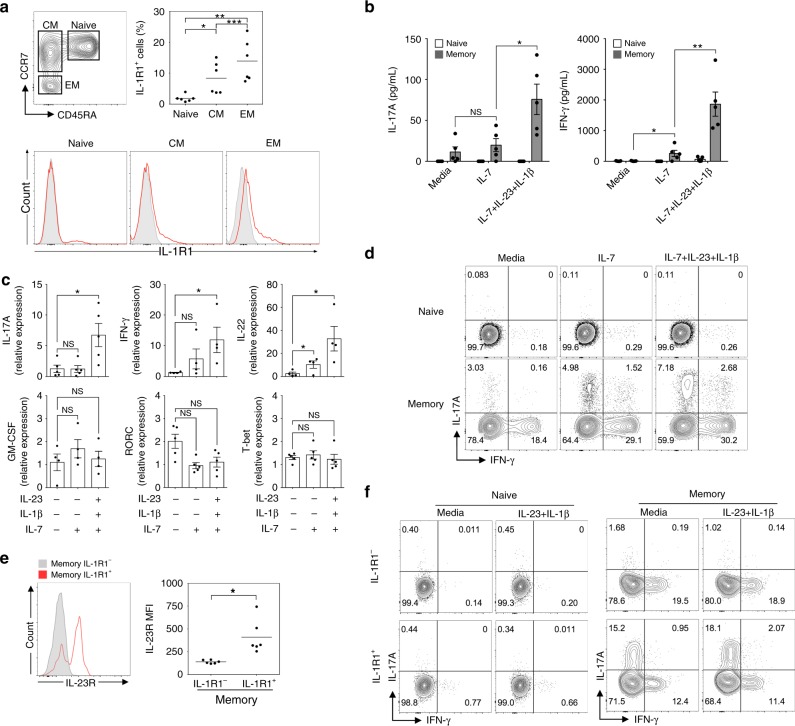
Human IL-1R1^+^ memory CD4^+^ T cells produce IL-17A and IFN-γ in response to IL-1β and IL-23 without TCR stimulation. **a** Flow cytometric analysis of IL-1R1 expression in human naive (CD4^+^CD25^-^CD45RA^+^CCR7^+^), central memory (CM; CD4^+^CD25^-^CD45RA^-^CCR7^+^), and effector memory (EM; CD4^+^CD25^-^CD45RA^-^CCR7^−^) T cells. **b** Human naive and memory (CD4^+^CD25^−^CD45RA^−^CCR7^+/−^) T cells were stimulated with IL-1β and/or IL-23 in the presence of IL-7 for 5 days. IL-17A and IFN-γ concentrations in the supernatants were measured by ELISA. **c** Human memory CD4^+^ T cells were cultured with combinations of IL-1β, IL-23, and IL-7 for 3 days. The levels of mRNAs encoding transcription factors and cytokines were analyzed by quantitative real-time PCR. **d** The frequency of IL-17A and IFN-γ producing human naive and memory CD4^+^ T cells was analyzed by flow cytometry. **e** IL-23R expression in human IL-1R1^+^ and IL-1R1^−^ memory CD4^+^ T cells was analyzed by flow cytometry. **f** IL-1R1^+^ and IL-1R1^−^ cells were sorted from human naive and memory CD4^+^ T cells, stimulated with IL-1β and IL-23 for 5 days, and the frequency of IL-17A and IFN-γ producing cells was determined. Data are presented as the mean ± SEM of six (**a**, **e**) or at least three (**b**–**d**, **f**) independent experiments. NS, not significant; *p < 0.05, **p < 0.01, ***p < 0.001

## Discussion

We identified a previously unknown innate-like pathogenic function of memory CD4^+^ T cells in autoimmunity. Our findings suggest that antigen non-related memory-like CD4^+^ T cells are an important source of IL-17A and IFN-γ in inflammatory tissues in response to IL-1β and IL-23. Bystander-activated memory-like CD4^+^ T cells express a pathogenic T_H_17 molecular signature, with RORγt, CCR6, and GM-CSF expressed in an IL-1R1-dependent manner. Furthermore, we demonstrated that OVA-specific memory-like T_H_17 cells make an important contribution to EAE pathogenicity regardless of antigen specificity by amplifying IL-17A, IFN-γ, and GM-CSF in the CNS. Our results reveal the importance of antigen non-related memory CD4^+^ T cells in autoimmune disease pathogenesis.

Previous studies showed that antigen non-related CD8^+^ T lymphocytes can be bystander-activated^39–42^. These bystander-activated memory CD8^+^ T cells have been shown to produce IFN-γ in response to IL-12 and IL-18^39^. The ability to produce IFN-γ in the absence of cognate antigen has been demonstrated to contribute to the clearance of infections^39,43^. A recent study showed that antigen non-related bystander-activated CD8^+^ T cells induce an innate-like cytotoxic function, which mediates liver injury in acute hepatitis A^44^. Additionally, in correlation with CD8^+^ T lymphocytes, differentiated T_H_1, T_H_2, and T_H_17 cells have been suggested to have a similar innate-like function in response to IL-1 family cytokines (IL-1, IL-18, and IL-33)^19^. Recently, OVA-specific memory T_H_2 cells were reported to produce IL-13 in an IL-33-dependent manner, and this innate response contributed to allergic inflammation and early helminth infection^20^, suggesting that bystander CD4^+^ T cells have important functions. Previously, we found that IL-18 overexpression in the lung spontaneously induces IFN-γ, IL-13, and IL-17-producing CD4^+^ T cells without exogenous antigen challenge^45^. We next investigated whether CD4^+^ T cells have a critical role in disease pathogenesis in an antigen-independent manner. From our study, we demonstrate an important role for antigen non-related bystander CD4^+^ T cells in EAE pathogenesis, which are activated by IL-1β together with IL-23. These cells are the major source of pathogenic cytokines, including IL-17A, IFN-γ, and GM-CSF, which amplify CNS inflammation in autoimmune disease.

Previously, naive CD4^+^ T cells were shown to express IL-1R1 and IL-23R upon stimulation with TCR and costimulation, and IL-6 further upregulated the expression levels of both the receptors^46,47^. We observed high basal expression level of IL-1R1 and IL-23R in memory-like, but not naive, CD4^+^ T cells, suggesting that antigen-experienced T cells can respond to IL-1β and IL-23 in the absence of TCR stimulation. IL-1 stimulation of memory-like T cells directly upregulated RORγt expression and STAT3 phosphorylation, which induced IL-1R1 and IL-23R expression^46,47^. Importantly, co-treatment with IL-1β and IL-23 significantly increased the expression level of IL-1R1 and IL-23R compared with either cytokine alone, indicating positive feedback between IL-1 and/or IL-23 to affect the expression of their receptors. IL-23 is an essential cytokine for the generation of pathogenic T_H_17 cells^5,7–9^. IL-23 regulates the maintenance of RORγt and induces effector cytokines, including IL-17A, IFN-γ, GM-CSF, and IL-22^5,7–9,48^. Moreover, IL-23 activates the JAK2/STAT3 signaling pathway^49^. These previous reports are consistent with our findings and support that IL-1β is the major cytokine initiating antigen-independent activation of memory-like CD4^+^ T cells and functions synergistically with IL-23 to produce pathogenic T_H_17-related cytokines.

Over the last decade, IL-1 has been shown to play an important role in the pathogenesis of MS. Studies have indicated that IL-1β is highly expressed in MS lesions^50^, and its level in the cerebrospinal fluid is correlated with the MS clinical score^51^. IL-1 was shown to be important for the pathogenic function of encephalitogenic T_H_17 cells. TCR stimulation with IL-23 did not induce IL-17 production by T cells from *Il1r1*^−/−^ mice^52^. In the current study, we found that memory-like CD4^+^ T cells failed to produce effector cytokines in the absence of IL-1R1 signaling, demonstrating the importance of IL-1R1 signaling in both antigen-specific and bystander T-cell activation. T_H_17 cells are classically known to be differentiated by TGF-β1 and IL-6 by producing IL-17A and IL-10, which are not pathogenic^6^. However, further stimulation with IL-1β and IL-23 in T_H_17 cells induces GM-CSF, which is a pathogenic molecule in T_H_17-related diseases^9^. GM-CSF is directly regulated by RORγt and is a critical encephalitogenic factor in the development of EAE^8,9^ and MS^53^. Additionally, IL-1β has been shown to induce Bh1he40, which characterizes pathogenic T_H_17 cells in an EAE model^27^. 

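In the presence of IL-23, adding IL-1β raised the 7 pathogenic genes reported here in the RNA-seq libraries, with log2 changes from the IL-7 and IL-23 library of 2.70 for Csf2, 1.74 for Il23r and 0.84 for Bhlhe40. The ratio of FPKM was 29.2 for Il17a (95% counting interval 22.8 to 37.8) and 7.36 for Ifng (interval 6.85 to 7.93). Without IL-23, the log2 changes with IL-1β were 2.24 for Csf2, 1.01 for Il23r and 0.50 for Bhlhe40. The ratio was then 15.8 for Il17a (interval 10.6 to 23.8) and 1.76 for Ifng (interval 1.61 to 1.93). For Cxcl3 the effect of IL-1β was smaller with IL-23, at a log2 change of 2.34 against 3.89 without it. The ratio for Il22 was also smaller with IL-23, at 17.9 against 29.9, while its log2 change was larger, at 4.05 against 3.74. Each of these values comes from a single pair of libraries.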

Through RNA-seq analysis, we also demonstrated that IL-1β increases these pathogenic molecules in memory-like CD4^+^ T cells, which showed a synergistic effect with IL-23, indicating that bystander-activated memory CD4^+^ T cells responding to IL-1, in addition to antigen-specific T cells, is an important pathogenic mechanism of autoimmune neuroinflammation. Interestingly, we confirmed that chemical inhibitors downstream of IL-1R1 signaling inhibited cytokine production by memory-like T cells, which was unaffected by treatment with CsA, a well-known NFAT inhibitory drug^54,55^. CsA may not be sufficient to regulate the pathogenic inflammation, as the inhibition of bystander-activated T cells is independent of calcium signaling.

The interplay between the factors that cause MS is complex. Although previous studies have described various CNS autoantigen-specific T cells in MS patients, none have been identified as the target of MS^56^. Recent studies have highlighted the importance of antigen-nonspecific innate-like lymphocytes such as γδ T cells, invariant natural killer T cells, and innate lymphoid cells in various autoimmune diseases^14–16^. Interestingly, CD4^+^ T cells specific for nonmyelin proteins have been suggested to invade the CNS and have shown encephalitogenic potential^21–24^. One study reported that nonmyelin-specific T cells stimulate the function of antigen-presenting cells and their recruitment into the CNS, which enhances the severity of EAE^22^. These previous studies collectively suggest that antigen non-related CD4^+^ T cells, in conjunction with innate-like lymphocytes, contribute to multiple innate-like pathogenic mechanisms during the development of EAE or MS. Consistent with previous results^24–26^, we observed that most CNS-infiltrating CD4^+^ T cells in the spinal cord of EAE mice were MOG-nonspecific (95.31%). We confirmed that these myelin non-related CD4^+^ T cells contributed to EAE development by amplifying effector cytokines IL-17A, IFN-γ, and GM-CSF in the CNS. Notably, the infiltration of antigen non-related CD4^+^ T cells in the spinal cord showed an identical kinetic pattern as myelin-specific T cells, which synergistically contribute to EAE pathogenicity. We further hypothesized that this cellular infiltration into the CNS depends on the CCR6-CCL20 axis, an important chemokine receptor for the migration of inflammatory T_H_17 cells^38^. We found that IL-1β directly enhances CCR6 expression, suggesting that IL-1 plays a crucial role in antigen non-related memory-like CD4^+^ T cells pathogenicity both by promoting effector cytokine production and by mediating CNS migration. Importantly, a recent study demonstrated that most CNS-infiltrating pathogenic T_H_17 cells expressing Bh1he40 are MOG-nonspecific^27^. Moreover, overexpressing GM-CSF in CD4^+^ T cells spontaneously induces CNS inflammation, regardless of antigen specificity^57^. These reports support our findings that antigen-non-related bystander-activated effector or memory CD4^+^ T cells are actively involved in pathogenic inflammation to amplify or initiate autoimmune disease by producing pathogenic inflammatory mediators, such as IL-17A, IFN-γ, and GM-CSF. We previously demonstrated that the dNP2-ctCTLA-4 protein regulates CNS-infiltrating T_H_1 or T_H_17 cells and inhibits autoimmune encephalomyelitis^58^. We further examined the importance of CTLA-4 signaling in T cells, regardless of antigen specificity. Moreover, in further studies, we will investigate the fine-tune mechanisms of bystander-activated CD4^+^ T cells during the development of autoimmune neuroinflammation, including their interactions with myeloid cells, neuronal cells, etc.

In summary, this is the first study to demonstrate the innate-like pathogenic function of bystander-activated CD4^+^ T cells in autoimmune disease progression driven by IL-1 and IL-23. Our findings highlight the role of antigen non-related T cells in autoimmune diseases, providing a foundation for better understanding the pathogenic mechanisms of autoimmunity and suggesting a new direction for the treatment of autoimmune diseases.

## Methods

### Mice

C57BL/6J, BALB/c, Rag2^−/−^, OT-II TCR-transgenic, 2D2 TCR-transgenic mice were purchased from the Jackson Laboratory (Bar Harbor, ME, USA). IL-1R1-deficient (*Il1r1*^*−/−*^) OT-II CD45.1^+^CD45.2^−^ mice were generated by crossing IL-1R1-deficient (*Il1r1*^*−/*−^) CD45.1^−^CD45.2^+^ with OT-II CD45.1^+^CD45.2^−^ mice. Male and female mice used were between 7 and 12 weeks of age. All mice were maintained in a specific pathogen-free facility at Hanyang University, and all animal protocols used in this study were approved by the Animal Experimentation Ethics Committee of Hanyang University. Experiments were performed according to the guidelines of the Institutional Animal Care and Use Committees of Hanyang University.

### Cell isolation and differentiation

Naive (CD4^+^CD25^−^CD62L^high^CD44^low^) and memory-like (CD4^+^CD25^−^CD62L^low^CD44^high^) T cells from the spleens and lymph nodes of 7–12-week-old mice were isolated using a FACS Aria cell sorter II (BD Biosciences, Franklin Lakes, NJ, USA). Purified naive and memory-like CD4^+^ T cells were stimulated with IL-1β (20 ng/mL, R&D Systems, Minneapolis, MN, USA), IL-23 (20 ng/mL, R&D Systems), IL-7 (10 ng/mL, Peprotech, Rocky Hill, NJ, USA), or plate-bound anti-CD3/CD28 (2 μg/mL, BD Biosciences). Cytokines and other reagents used in further cell culture experiments included TNF (20 ng/mL, Peprotech), IL-12 (10 ng/mL, Peprotech), IL-1RA (100 ng/mL, R&D Systems), Bay 11-7082 (1 μM, Calbiochem, San Diego, CA, USA), SB203580 (1 μM, Calbiochem), and CsA (50 ng/mL, Calbiochem). To generate OT-II memory-like T_H_17 cells in vitro, naive (CD4^+^Vα11^+^CD25^−^CD62L^high^CD44^low^) T cells were sorted from either OT-II or IL-1R1-deficient (Il1r1^−/−^) OT-II mice. These CD4^+^ T cells were primed with anti-CD3/CD28 (4 μg/mL) in the presence of TGF-β (0.5 ng/mL, R&D Systems), IL-6 (30 ng/mL, BD Biosciences), and IL-23 (20 ng/mL, BD Biosciences). After a 4-day priming period, the OT-II T_H_17 cells were washed and further cultured in medium containing IL-7 (10 ng/mL, Peprotech) for 8–10 days.

### Flow cytometry

Cell staining was performed using the following monoclonal antibodies: anti-CD4 (RM4-5; eBioscience, San Diego, CA, USA, dilution 1:500), anti-CD25 (PC61.5; eBioscience, dilution 1:500), anti-CD44 (IM7; BioLegend, San Diego, CA, USA, dilution 1:500), anti-CD62L (MEL-14; BioLegend, dilution 1:500), anti-Vα11 (B20.1; eBioscience, dilution 1:500), anti-Vβ11 (RR3-15; eBioscience, dilution 1:500), anti-CD45 (30-F11, BioLegend, dilution 1:500), anti-CD45.1 (A20; eBioscience, dilution 1:500), anti-CD69 (H1.2F3; eBioscience, dilution 1:500), anti-IL-23R (12B2B64; BioLegend, dilution 1:100), anti-TCRβ (H57-597; eBioscience, dilution 1:500), anti-γδ TCR (eBioGL3; eBioscience, dilution 1:500), anti-NK1.1 (PK136; BioLegend, dilution 1:500), and anti-phospho-STAT3 (pY705; BD Bioscience, 4 μL per sample). For intracellular staining, the cells were first re-stimulated with a cell stimulation cocktail (00-4975-03; eBioscience) for 4 h at 37 °C, and then staining of cell surface markers was performed. After staining of the surface markers, the cells were fixed and permeabilized in Cytofix/Cytoperm (554714; BD Bioscience) for 30 min at 4 °C. Intracellular staining was performed using the following monoclonal antibodies: anti-IL-17A (eBio17B7; eBioscience, dilution 1:200), anti-IFN-γ (XMG1.2; eBioscience, dilution 1:400), anti-GM-CSF (MP1-22E9; BD Biosciences, dilution 1:200), anti-IL-1R1 (35F5; BD Biosciences, dilution 1:100), anti-RORγt (Q31-378; BD Biosciences, dilution 1:100), and IgG1 (R2-34; BD Biosciences). The APC MOG_38–49_-IA^b^ tetramers were provided by the National Institutes of Health Tetramer Core Facility. The CNS cells were incubated with tetramers (dilution 1:100) for 30 min at 37 °C, and then the cell surfaces were stained. Stained cells were detected by flow cytometry (FACS Canto II, BD Bioscience), and data were analyzed using FlowJo software version 10.0.7 (Tree Star, Ashland, OR, USA).

### Experimental autoimmune encephalomyelitis

Naive (CD4^+^Vβ11^+^CD25^-^CD62L^high^CD44^low^) CD45.1^−^ T cells (5.0 × 10^4^) from MOG–TCR-transgenic (2D2) mice were adoptively transferred with or without 5.0 × 10^5^ in vitro-cultured OT-II memory-like T_H_17 cells into Rag2^-/-^ mice. After transfer, the mice were immunized with 100 μg of MOG_35−55_ peptide in complete Freund’s adjuvant (Difco, Detroit, MI, USA). At 0 and 48 h after immunization, the mice were intraperitoneally treated with 200 ng of pertussis toxin (List Biological Laboratories, Inc., Campbell, CA, USA). Animals were scored daily for signs of clinical disease as follows: partially limp tail, 0.5; completely limp tail, 1; limp tail and waddling gait, 1.5; paralysis of one hind limb, 2; paralysis of one hind limb and partial paralysis of the other hind limb, 2.5; paralysis of both hind limbs, 3; ascending paralysis, 3.5; paralysis of trunk, 4; moribund, 4.5; death, 5. On either day 13 or 14, the mice were killed and the lymphocytes in the spinal cord were isolated by Percoll (GE Healthcare, Little Chalfont, UK) density-gradient centrifugation. For histological analysis, paraffin blocks of spinal cord tissues were de-paraffinized and immersed for combination staining (Luxol fast blue and hematoxylin and eosin).

### Human peripheral blood mononuclear cells

This work was approved by the institutional review committee of Yale University. Human peripheral blood was drawn from healthy adult donors after obtaining written informed consent. Human mononuclear cells were prepared from human peripheral blood on FicollPAQUE (GE Healthcare) gradients. Human naive (CD4^+^CD25^−^CD45RA^+^CCR7^+^) and memory (CD4^+^CD25^-^CD45RA^−^CCR7^+/−^) T cells as well as IL-1R1^+^/IL-1R1^−^ naive and memory CD4^+^ cells were purified using a FACS Aria cell sorter II (BD Biosciences) and cultured in the presence of IL-1β (20 ng/mL, R&D Systems), IL-23 (20 ng/mL, R&D Systems), and IL-7 (10 ng/mL, R&D Systems). The antibodies used to detect cell surface and intracellular markers by staining were anti-CD4 (RPA-T4; BioLegend, dilution 1:100), anti-CD25 (M-A251; BioLegend, dilution 1:100), anti-CD45RA (Hl100; BD Bioscience, dilution 1:100), anti-CCR7 (3D12; BD Bioscience, dilution 1:100), anti-IL-1R1 (FAB269P; R&D Systems, 5 µL per sample), anti-IL-23R (FAB14001A; R&D Systems, 5 µL per sample), anti-IL-17A (BL168; BioLegend, dilution 1:100), and anti-IFN-γ (B27; BD Bioscience, dilution 1:200).

### RT-PCR

Total RNA was isolated with an RNeasy Mini kit (Qiagen, Hilden, Germany), and cDNA was synthesized using the ReverTra Ace qPCR RT master mix (Toyobo, Osaka, Japan) according to the manufacturer’s protocol. Quantitative RT-PCR was performed using iQ SYBR Green Supermix (Bio-Rad, Hercules, CA, USA) with a Bio-Rad CFX Connect real-time PCR detection system. The primers used are listed in Supplementary Table 1. The target gene expression levels were normalized to β-actin. The Il-1r1 (Mm00519943_m1) and Il-23r (Mm00434237_m1) primers were from Applied Biosystems (Foster City, CA, USA). The gene expression levels of these two genes were normalized to Gapdh (Mm03302249_g1).

### RNA sequencing

Total RNA was isolated using TRIzol reagent (Invitrogen, Carlsbad, CA, USA). To construct cDNA libraries with the TruSeq RNA library kit (Illumina, Inc., San Diego, CA, USA), 1 µg of total RNA was used. The protocol consisted of polyA-selection of RNA, RNA fragmentation, random hexamer-primed reverse transcription, and 100-nucleotide paired-end sequencing using a HiSeq4000 system (Illumina, Inc.). The libraries were quantified by qPCR according to the qPCR Quantification Protocol Guide, and quality was assessed using a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Raw reads from the sequencer were pre-processed to remove low-quality sequences as well as adapter sequences before analysis and the processed reads were aligned to the *Mus musculus* genome (mm10) using HISAT (version 2.0.5). The reference genome sequence for *M. musculus* (mm10) and its annotation were downloaded from the UCSC table browser (www.genome.uscs.edu). After alignment, StringTie (version 1.3.3b) was used to assemble the aligned reads into transcripts and estimate their abundance. Sequencing data were expressed as the relative abundance of the gene transcript in each sample, estimated as the fragments per kilobase of exon per million fragments (FPKM) mapped. The FPKM values were normalized with respect to library size, and thus these values can be used to compare the differential gene expression between samples. Statistical analysis was performed to identify differentially expressed genes using the estimates of abundances for each gene in samples. Genes with one more than FPKM value of zero in the samples were excluded. To facilitate log2 transformation, one was added to each FPKM value for the filtered genes. The filtered data were then log2-transformed and subjected to quantile normalization. The statistical significance of the differential expression data was determined using an independent *t* test and fold-change, in which the null hypothesis was that no differences existed among groups. The false discovery rate was controlled by adjusting the *p-*value using a Benjamini–Hochberg algorithm. For the differentially expressed gene set, hierarchical clustering analysis was performed using complete linkage and Euclidean distance as a measure of similarity. All data analysis and visualization of differentially expressed genes was conducted using R (version 3.3.2).

### ELISA

IL-17A, IFN-γ, IL-4, and GM-CSF levels were measured using a Ready-SET-Go ELISA kit (eBioscience) according to the manufacturer’s instructions.

### Statistics

Data were analyzed using a two-tailed Student’s *t* test or a two-way analysis of variance using GraphPad Prism, version 6.0 (GraphPad Software, La Jolla, CA, USA). *P*-values < 0.05 were considered statistically significant.

## Supplementary Information

Supplementary Information

## Data Availability

The total RNA sequencing data have been deposited in the GEO database under the accession code GSE124045. The authors declare that all other data supporting the findings of this study are available within the article and its Supplementary Information files, or from the corresponding author on reasonable request.

## References

[1] Trapp BD, Ransohoff R, Rudick R (1999). Axonal pathology in multiple sclerosis: relationship to neurologic disability. Curr. Opin. Neurol..

[2] Ivanov II (2006). The orphan nuclear receptor RORgammat directs the differentiation program of proinflammatory IL-17+T helper cells. Cell.

[3] Harris TJ (2007). Cutting edge: an in vivo requirement for STAT3 signaling in TH17 development and TH17-dependent autoimmunity. J. Immunol..

[4] Goverman J (2009). Autoimmune T cell responses in the central nervous system. Nat. Rev. Immunol..

[5] Lee Y (2012). Induction and molecular signature of pathogenic TH17 cells. Nat. Immunol..

[6] McGeachy MJ (2007). TGF-beta and IL-6 drive the production of IL-17 and IL-10 by T cells and restrain T(H)-17 cell-mediated pathology. Nat. Immunol..

[7] Ghoreschi K (2010). Generation of pathogenic T(H)17 cells in the absence of TGF-beta signalling. Nature.

[8] Codarri L (2011). RORgammat drives production of the cytokine GM-CSF in helper T cells, which is essential for the effector phase of autoimmune neuroinflammation. Nat. Immunol..

[9] El-Behi M (2011). The encephalitogenicity of T(H)17 cells is dependent on IL-1- and IL-23-induced production of the cytokine GM-CSF. Nat. Immunol..

[10] Brennan PJ, Brigl M, Brenner MB (2013). Invariant natural killer T cells: an innate activation scheme linked to diverse effector functions. Nat. Rev. Immunol..

[11] Vantourout P, Hayday A (2013). Six-of-the-best: unique contributions of gammadelta T cells to immunology. Nat. Rev. Immunol..

[12] Walker JA, Barlow JL, McKenzie AN (2013). Innate lymphoid cells--how did we miss them?. Nat. Rev. Immunol..

[13] Kwon DI, Lee YJ (2017). Lineage differentiation program of invariant natural killer T cells. Immune Netw..

[14] Sutton CE (2009). Interleukin-1 and IL-23 induce innate IL-17 production from gammadelta T cells, amplifying Th17 responses and autoimmunity. Immunity.

[15] Hatfield JK, Brown MA (2015). Group 3 innate lymphoid cells accumulate and exhibit disease-induced activation in the meninges in EAE. Cell. Immunol..

[16] Buonocore S (2010). Innate lymphoid cells drive interleukin-23-dependent innate intestinal pathology. Nature.

[17] Lee JS (2015). Interleukin-23-independent IL-17 production regulates intestinal epithelial permeability. Immunity.

[18] Zhu J, Yamane H, Paul WE (2010). Differentiation of effector CD4 T cell populations (*). Annu. Rev. Immunol..

[19] Guo L (2009). IL-1 family members and STAT activators induce cytokine production by Th2, Th17, and Th1 cells. Proc. Natl Acad. Sci. USA.

[20] Guo L (2015). Innate immunological function of TH2 cells in vivo. Nat. Immunol..

[21] Hickey WF, Hsu BL, Kimura H (1991). T-lymphocyte entry into the central nervous system. J. Neurosci. Res..

[22] Ludowyk PA, Willenborg DO, Parish CR (1992). Selective localisation of neuro-specific T lymphocytes in the central nervous system. J. Neuroimmunol..

[23] Jones RE, Kay T, Keller T, Bourdette D (2003). Nonmyelin-specific T cells accelerate development of central nervous system APC and increase susceptibility to experimental autoimmune encephalomyelitis. J. Immunol..

[24] Lees JR, Sim J, Russell JH (2010). Encephalitogenic T-cells increase numbers of CNS T-cells regardless of antigen specificity by both increasing T-cell entry and preventing egress. J. Neuroimmunol..

[25] Korn T (2007). Myelin-specific regulatory T cells accumulate in the CNS but fail to control autoimmune inflammation. Nat. Med..

[26] Sabatino JJ, Shires J, Altman JD, Ford ML, Evavold BD (2008). Loss of IFN-gamma enables the expansion of autoreactive CD4+T cells to induce experimental autoimmune encephalomyelitis by a nonencephalitogenic myelin variant antigen. J. Immunol..

[27] Lin CC (2016). IL-1-induced Bhlhe40 identifies pathogenic T helper cells in a model of autoimmune neuroinflammation. J. Exp. Med..

[28] Tan JT (2001). IL-7 is critical for homeostatic proliferation and survival of naive T cells. Proc. Natl Acad. Sci. USA.

[29] Kondrack RM (2003). Interleukin 7 regulates the survival and generation of memory CD4 cells. J. Exp. Med..

[30] Chakir H, Lam DK, Lemay AM, Webb JR (2003). “Bystander polarization” of CD4 + T cells: activation with high-dose IL-2 renders naive T cells responsive to IL-12 and/or IL-18 in the absence of TCR ligation. Eur. J. Immunol..

[31] Munk RB (2011). Antigen-independent IFN-gamma production by human naive CD4 T cells activated by IL-12 plus IL-18. PLoS One.

[32] Rachitskaya AV (2008). Cutting edge: NKT cells constitutively express IL-23 receptor and RORgammat and rapidly produce IL-17 upon receptor ligation in an IL-6-independent fashion. J. Immunol..

[33] Doisne JM (2009). Skin and peripheral lymph node invariant NKT cells are mainly retinoic acid receptor-related orphan receptor (gamma)t+and respond preferentially under inflammatory conditions. J. Immunol..

[34] Kim HY (2014). Interleukin-17-producing innate lymphoid cells and the NLRP3 inflammasome facilitate obesity-associated airway hyperreactivity. Nat. Med..

[35] Dinarello CA (2009). Immunological and inflammatory functions of the interleukin-1 family. Annu. Rev. Immunol..

[36] Macian F (2005). NFAT proteins: key regulators of T-cell development and function. Nat. Rev. Immunol..

[37] Mathur AN (2007). Stat3 and Stat4 direct development of IL-17-secreting Th cells. J. Immunol..

[38] Reboldi A (2009). C-C chemokine receptor 6-regulated entry of TH-17 cells into the CNS through the choroid plexus is required for the initiation of EAE. Nat. Immunol..

[39] Berg RE, Crossley E, Murray S, Forman J (2003). Memory CD8+T cells provide innate immune protection against Listeria monocytogenes in the absence of cognate antigen. J. Exp. Med..

[40] Doisne JM (2004). CD8+T cells specific for EBV, cytomegalovirus, and influenza virus are activated during primary HIV infection. J. Immunol..

[41] Kohlmeier JE, Cookenham T, Roberts AD, Miller SC, Woodland DL (2010). Type I interferons regulate cytolytic activity of memory CD8(+) T cells in the lung airways during respiratory virus challenge. Immunity.

[42] Odumade OA (2012). Primary Epstein-Barr virus infection does not erode preexisting CD8(+) T cell memory in humans. J. Exp. Med..

[43] Kastenmuller W, Torabi-Parizi P, Subramanian N, Lammermann T, Germain RN (2012). A spatially-organized multicellular innate immune response in lymph nodes limits systemic pathogen spread. Cell.

[44] Kim J (2018). Innate-like Cytotoxic function of bystander-activated CD8(+) T cells is associated with liver injury in acute hepatitis A. Immunity.

[45] Kang MJ (2012). IL-18 induces emphysema and airway and vascular remodeling via IFN-gamma, IL-17A, and IL-13. Am. J. Respir. Crit. Care. Med..

[46] Chung Y (2009). Critical regulation of early Th17 cell differentiation by interleukin-1 signaling. Immunity.

[47] Yang XO (2007). STAT3 regulates cytokine-mediated generation of inflammatory helper T cells. J. Biol. Chem..

[48] Hirota K (2011). Fate mapping of IL-17-producing T cells in inflammatory responses. Nat. Immunol..

[49] McGeachy MJ (2009). The interleukin 23 receptor is essential for the terminal differentiation of interleukin 17-producing effector T helper cells in vivo. Nat. Immunol..

[50] Cannella B, Raine CS (1995). The adhesion molecule and cytokine profile of multiple sclerosis lesions. Ann. Neurol..

[51] Rossi S (2014). Cerebrospinal fluid detection of interleukin-1beta in phase of remission predicts disease progression in multiple sclerosis. J. Neuroinflamm..

[52] Sutton C, Brereton C, Keogh B, Mills KH, Lavelle EC (2006). A crucial role for interleukin (IL)-1 in the induction of IL-17-producing T cells that mediate autoimmune encephalomyelitis. J. Exp. Med..

[53] Hartmann FJ (2014). Multiple sclerosis-associated IL2RA polymorphism controls GM-CSF production in human TH cells. Nat. Commun..

[54] Martinez-Martinez S, Redondo JM (2004). Inhibitors of the calcineurin/NFAT pathway. Curr. Med. Chem..

[55] Lee JU, Kim LK, Choi JM (2018). Revisiting the concept of targeting NFAT to control t cell immunity and autoimmune diseases. Front. Immunol..

[56] Schmidt S (1999). Candidate autoantigens in multiple sclerosis. Mult. Scler..

[57] Spath S (2017). Dysregulation of the cytokine GM-CSF induces spontaneous phagocyte invasion and immunopathology in the central nervous system. Immunity.

[58] Lim S (2015). dNP2 is a blood-brain barrier-permeable peptide enabling ctCTLA−4 protein delivery to ameliorate experimental autoimmune encephalomyelitis. Nat. Commun..

# Supplementary material for: Pathogenic function of bystander-activated memory-like CD4+ T cells in autoimmune encephalomyelitis
**Source:** Nat Commun. 2019 Feb 12;10:709. doi: 10.1038/s41467-019-08482-w
**Supplement:** Supplementary file 1 — Supplementary Information

**Pathogenic function of bystander-activated  
memory-like CD4<sup>+</sup> T cells in autoimmune encephalomyelitis**

Hong-Gyun Lee et al.

## Supplementary Figures

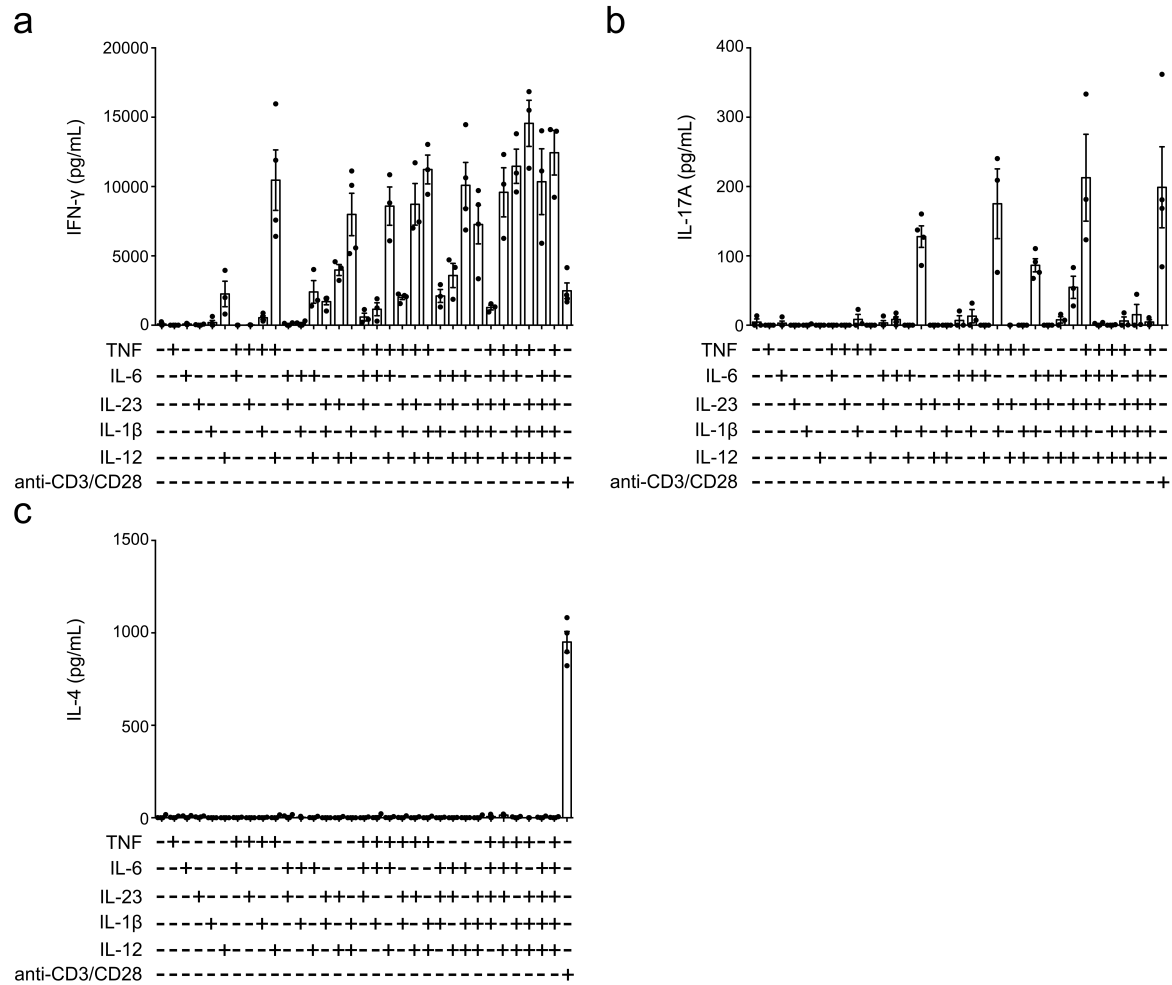

**Supplementary Figure 1** Pro-inflammatory cytokines IL-1 $\beta$  and IL-23 promote IL-17A and IFN- $\gamma$  production by CD4<sup>+</sup>CD25<sup>-</sup> T cells in a TCR-independent manner. **(a-c)** FACS-sorted CD4<sup>+</sup>CD25<sup>-</sup> T cells were stimulated with a combination of the pro-inflammatory cytokines TNF, IL-6, IL-23, IL-1 $\beta$ , and IL-12 in the presence of IL-7 or anti-CD3/CD28 for 5 days. The production of **(a)** IFN- $\gamma$ , **(b)** IL-17A, and **(c)** IL-4 was measured by ELISA.

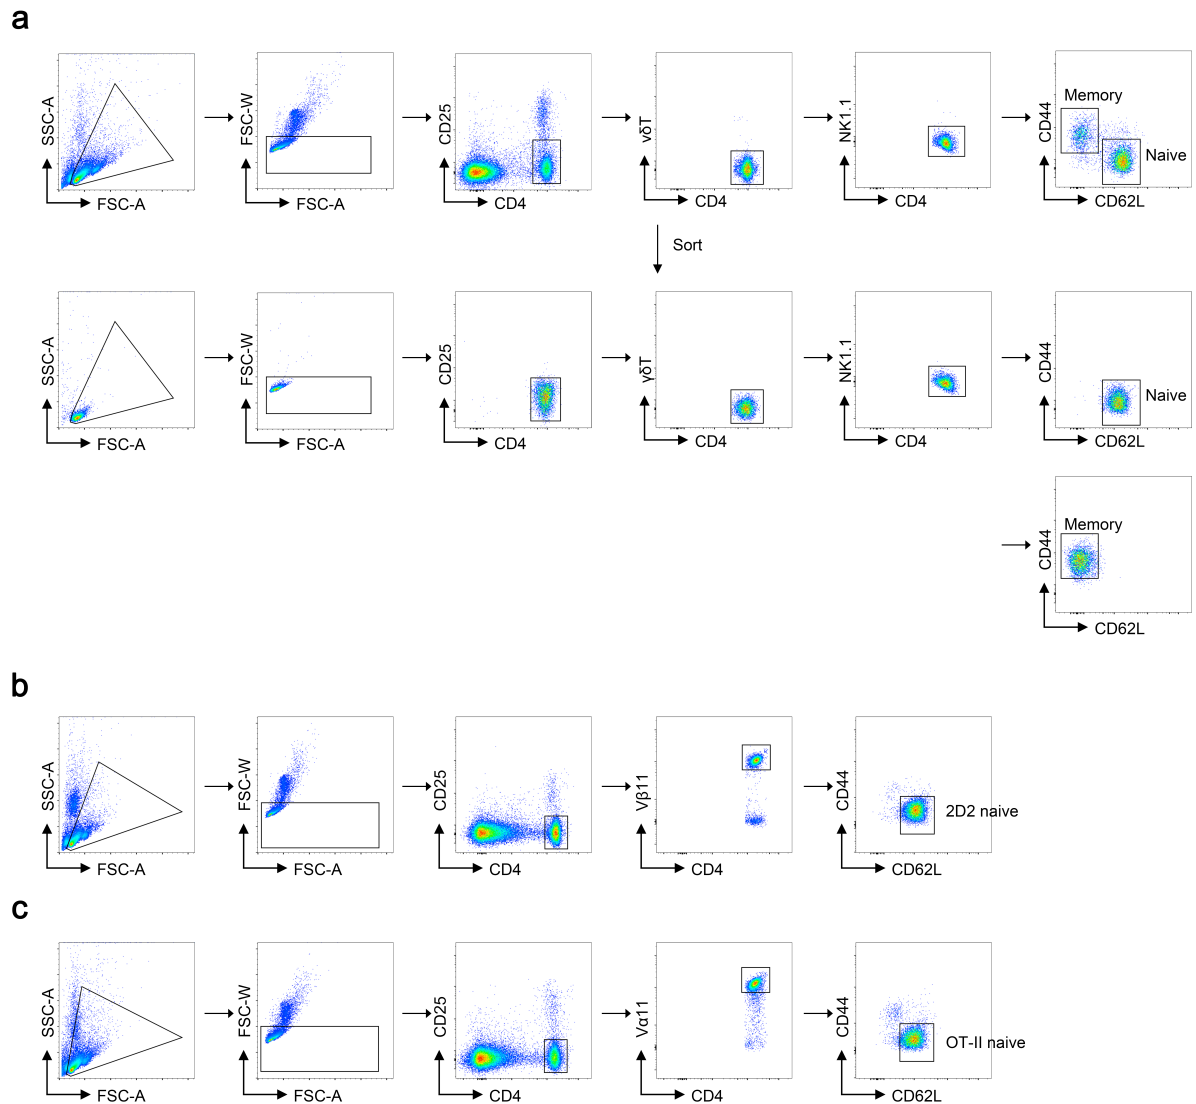

**Supplementary Figure 2** FACS gating strategy for cell sorting. **(a)** Spleen and LN cells were stained with fluorescent antibodies against CD4, CD25,  $\gamma\delta$  TCR, NK1.1, CD44, and CD62L. Naïve ( $CD4^+CD25^-CD62L^{high}CD44^{low}$ ) and memory-like ( $CD4^+CD25^+CD62L^{low}CD44^{high}$ ) T cells were FACS-sorted for further experiments presented on Figs. 1-3. The black boxes indicate the populations of interest for the outlined studies. **(b)** 2D2 naïve ( $CD4^+V\beta11^+CD25^-CD62L^{high}CD44^{low}$ ) T cells and **(c)** OT-II naïve ( $CD4^+V\alpha11^+CD25^-CD62L^{high}CD44^{low}$ ) T cells were FACS-sorted for further experiments presented on Figs. 4-6.

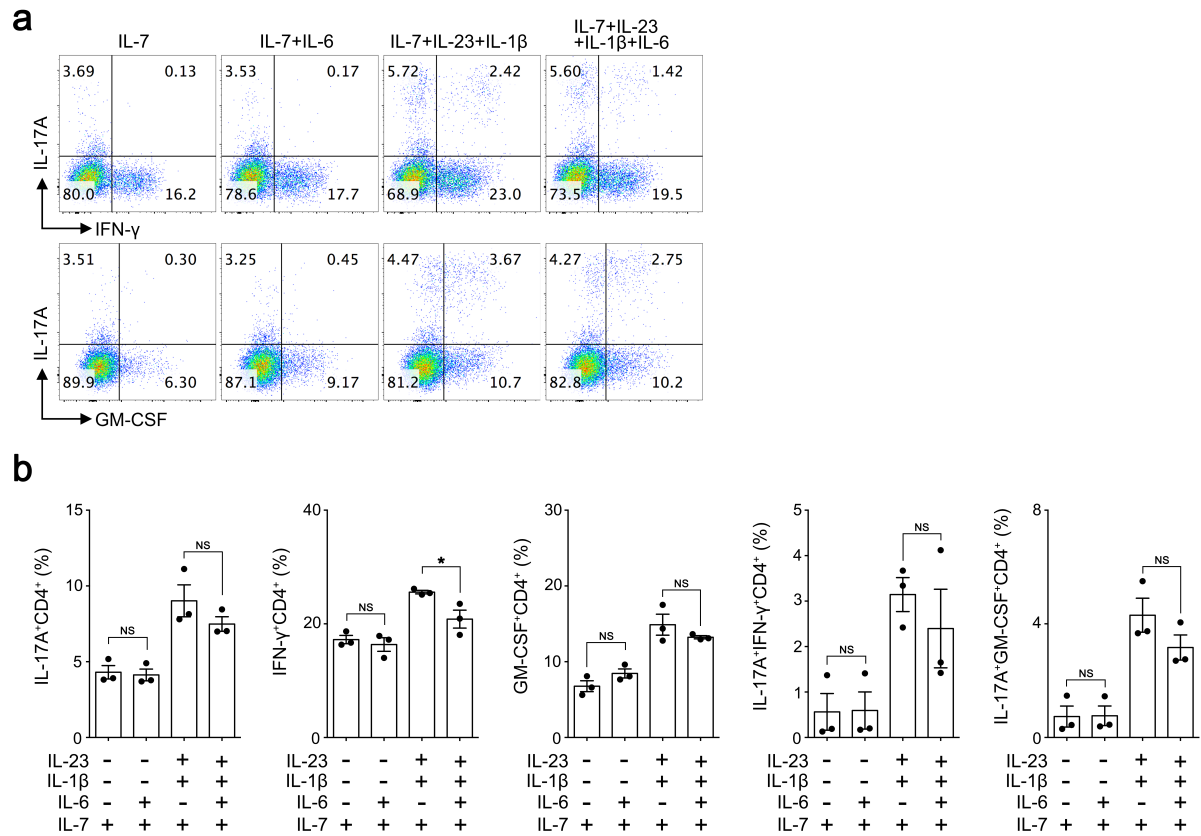

**Supplementary Figure 3** IL-6 is dispensable for bystander-activated memory-like CD4<sup>+</sup> T cells to promote IL-17A and IFN-γ production. Memory-like (CD4<sup>+</sup>CD25<sup>-</sup>CD62L<sup>low</sup>CD44<sup>high</sup>) T cells were stimulated with IL-1β, IL-23, and/or IL-6 in the presence of IL-7 for 5 days. (**a**, **b**) The frequencies of IL-17A and IFN-γ producing cells were analyzed by flow cytometry. Data are presented as mean ± SEM of three independent experiments. NS, not significant; \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001.

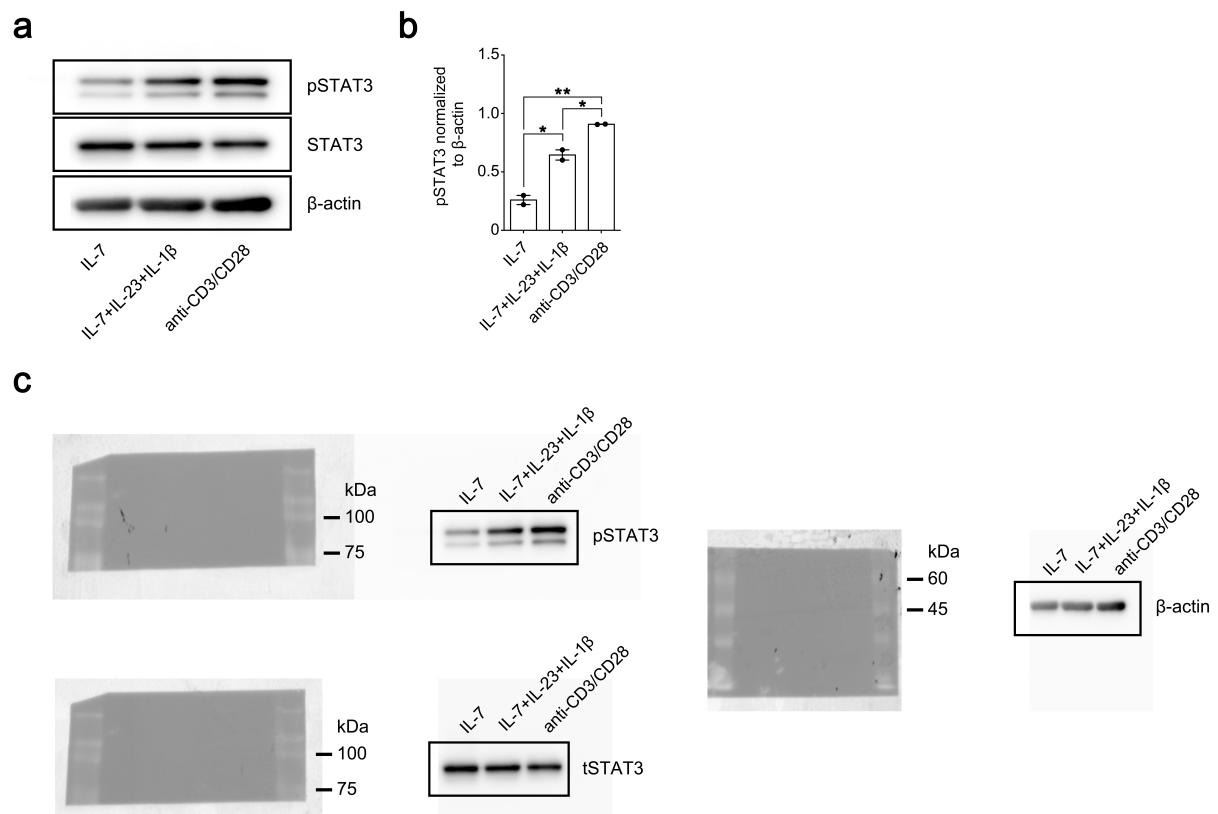

**Supplementary Figure 4** IL-1 $\beta$  and IL-23 directly induce STAT3 activation in memory-like CD4<sup>+</sup> T cells without TCR engagement. Memory-like (CD4<sup>+</sup>CD25<sup>-</sup>CD62L<sup>low</sup>CD44<sup>high</sup>) T cells were stimulated with IL-1 $\beta$  and IL-23 in the presence of IL-7 or anti-CD3/CD28 for 5 days. **(a, b)** Phosphorylated STAT3 levels were analyzed by western blot. Densitometric values of band intensity were calculated by normalization to the value of  $\beta$ -actin. Data are presented as mean  $\pm$  SEM of two independent experiments. NS, not significant; \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001. **(c)** Original immunoblot data corresponding to Supplementary Fig. 4a.

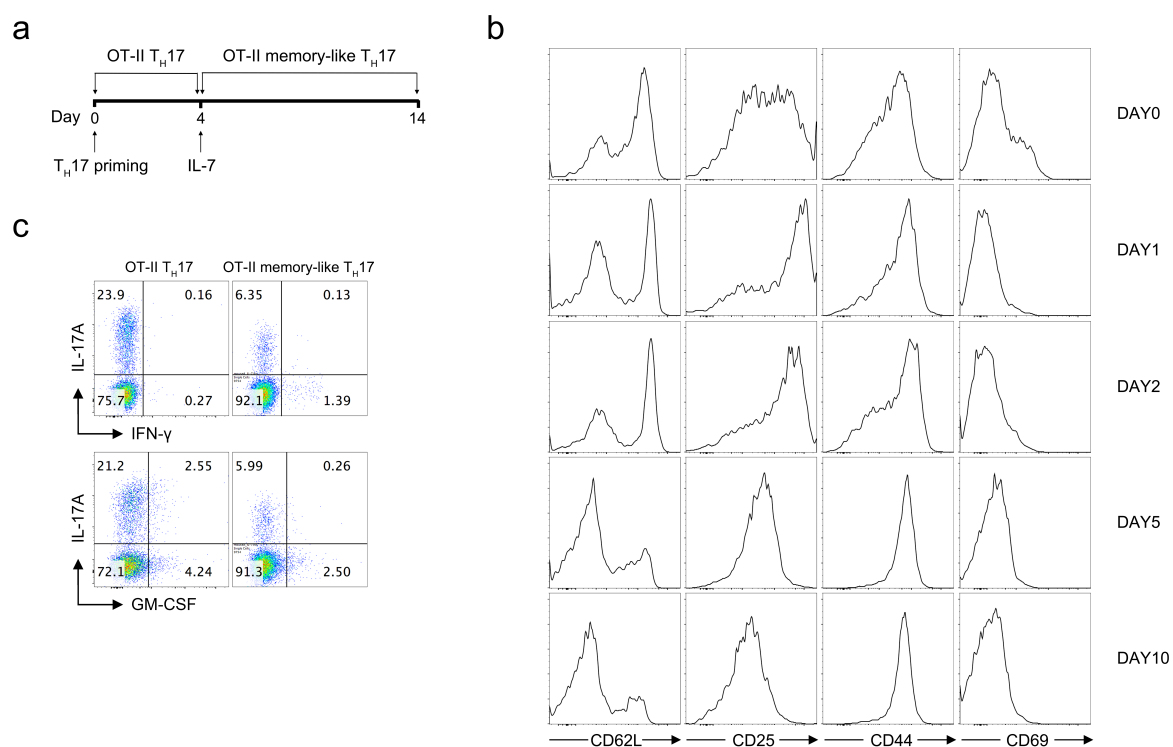

**Supplementary Figure 5** Scheme of generating OT-II memory-like  $T_H17$  cells. **(a)** Naïve  $CD45.1^+CD4^+$  T cells from OVA-TCR-transgenic (OT-II) mice were primed under  $T_H17$  conditions (TGF- $\beta$ , IL-6, and IL-23) for 4 days, and further cultured in a medium containing IL-7. **(b)** Surface levels of CD62L, CD25, CD44, and CD69 on OT-II memory-like  $T_H17$  cells were analyzed on each day. **(c)** The frequency of IL-17A, IFN- $\gamma$ , and GM-CSF was determined in OT-II  $T_H17$  (day 4) and OT-II memory-like  $T_H17$  cells (day 14).

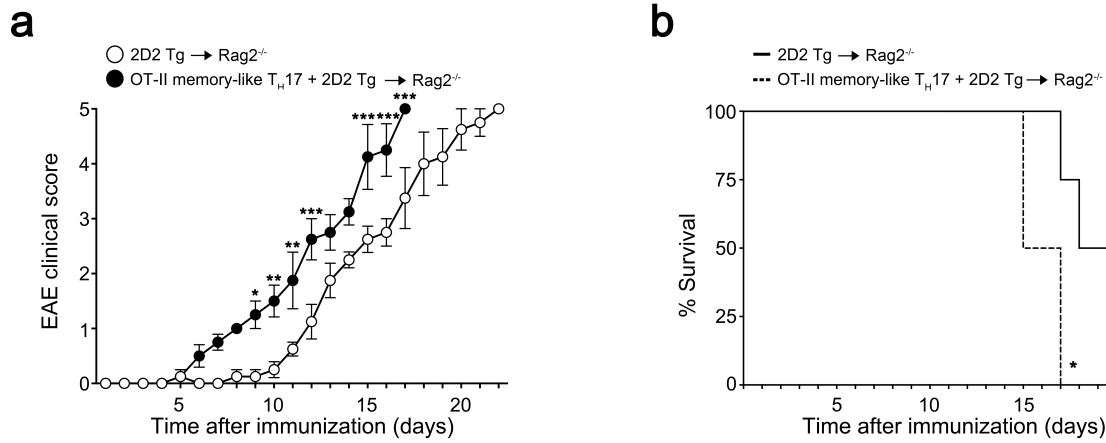

**Supplementary Figure 6** Antigen non-related memory-like T<sub>H</sub>17 cells contributes to EAE severity and survival. **(a, b)** Naïve CD4<sup>+</sup> T cells from MOG-TCR-transgenic (2D2) mice were adoptively transferred with *in vitro*-cultured OT-II memory-like T<sub>H</sub>17 cells into Rag2<sup>-/-</sup> mice and were immunized with MOG in complete Freund's adjuvant (CFA). **(a)** Mice EAE clinical scores were monitored daily. **(b)** Percentage survival of mice during EAE. Data are presented as mean ± SEM of two independent experiments. NS, not significant; \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001.

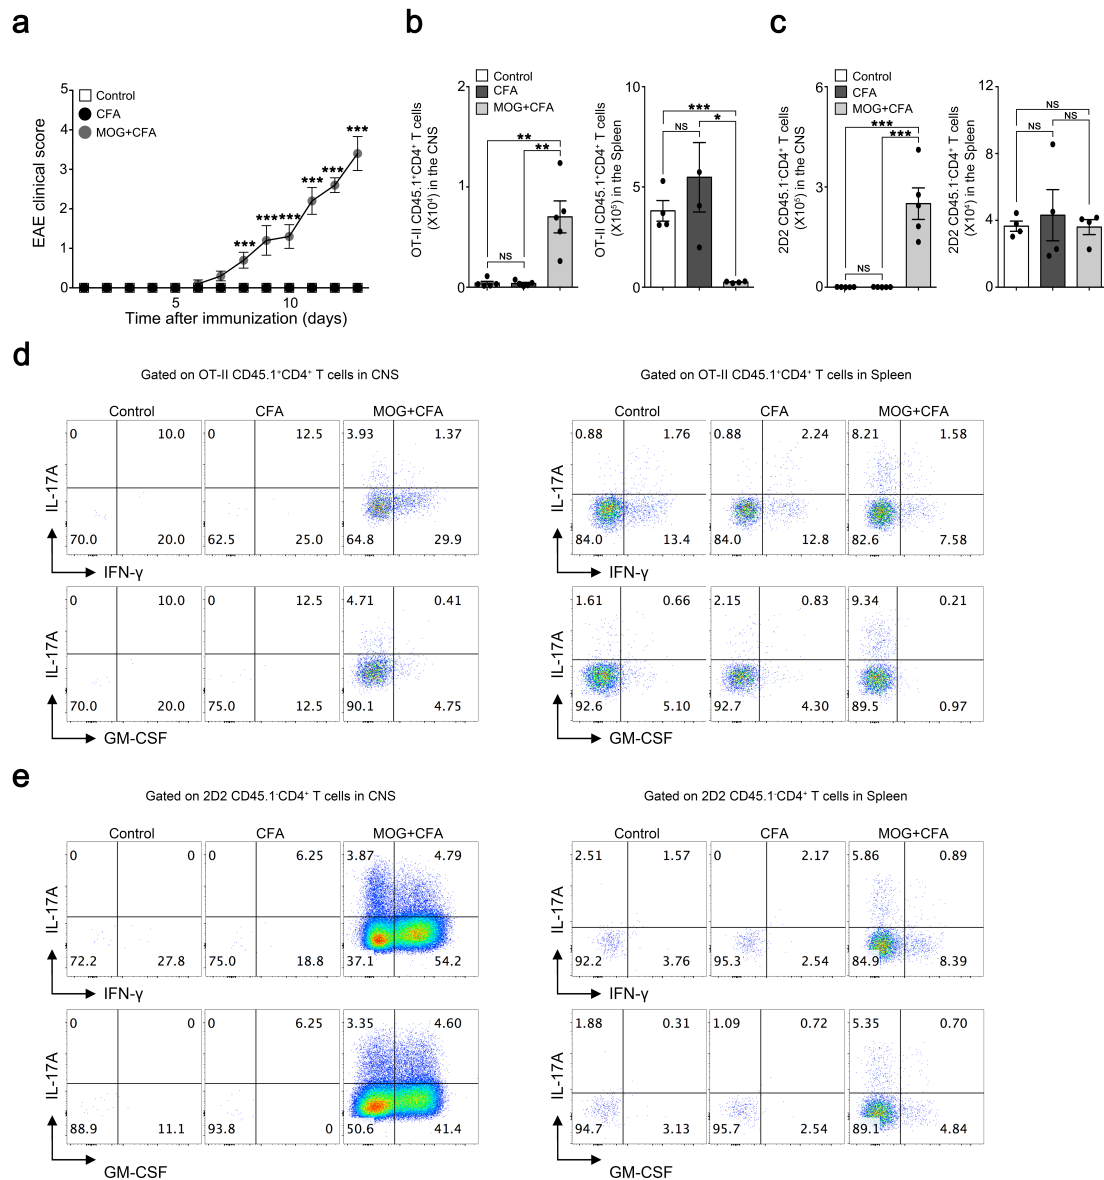

**Supplementary Figure 7** Complete Freund's adjuvant (CFA) alone, without antigen immunization, does not induce bystander memory-like  $T_H17$  cells activation during the development of EAE. **(a-e)** Naïve  $CD4^+$  T cells from MOG-TCR-transgenic (2D2) mice were adoptively transferred with *in vitro*-cultured OT-II memory-like  $T_H17$  cells into  $Rag2^{-/-}$  mice and were immunized with/without MOG and CFA. **(b, c)** The proportion or absolute cell number of OT-II  $CD45.1^+CD4^+$  T cells and 2D2  $CD45.1^+CD4^+$  T cells in the spleen and spinal cord was analyzed on day 13 after immunization. **(d, e)** The proportion or absolute cell number of spleen and spinal cord-infiltrating cytokine producing OT-II  $CD45.1^+CD4^+$  T cells and 2D2  $CD45.1^+CD4^+$  T cells was analyzed. Data are presented as mean  $\pm$  SEM of  $n=5$  mice per group. NS, not significant; \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .

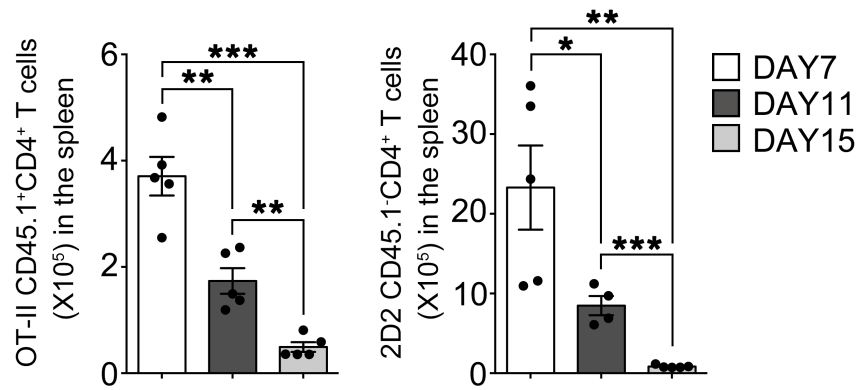

**Supplementary Figure 8** Myelin-specific and non-related CD4<sup>+</sup> T cells infiltrate to the spinal cord from the peripheral region during the development of EAE. Naïve CD4<sup>+</sup> T cells from MOG-TCR-transgenic (2D2) mice were adoptively transferred with *in vitro*-cultured OT-II memory-like T<sub>H</sub>17 cells into Rag2<sup>-/-</sup> mice and were immunized with MOG in complete Freund's adjuvant (CFA). The absolute cell number of spleen-infiltrating OT-II CD45.1<sup>+</sup>CD4<sup>+</sup> T cells and 2D2 CD45.1<sup>-</sup>CD4<sup>+</sup> T cells was analyzed on day 7 (score 0.5~1), day 11(score 2~2.5), and day 15 (score 3~4) after immunization. Data are presented as mean ± SEM of two independent experiments. NS, not significant; \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001.

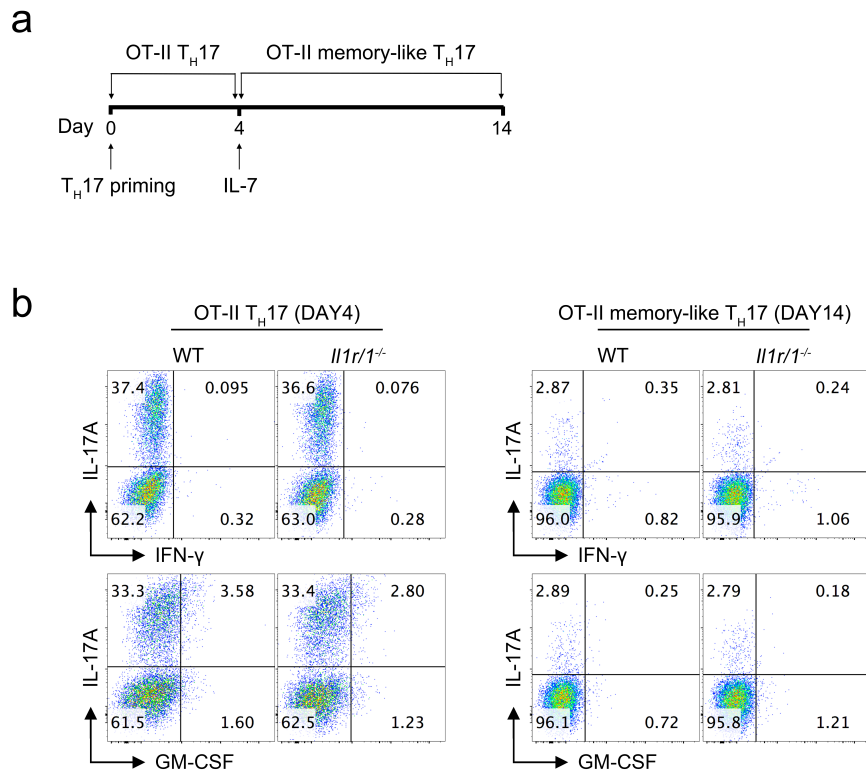

**Supplementary Figure 9** *Il1r1*<sup>-/-</sup> OT-II cells have no intrinsic defect in T<sub>H</sub>17 differentiation and memory formation. **(a)** Naïve CD45.1<sup>+</sup>CD4<sup>+</sup> T cells from WT and *Il1r1*<sup>-/-</sup> OVA-TCR-transgenic (OT-II) mice were primed under T<sub>H</sub>17 conditions (TGF-β, IL-6, and IL-23) for 4 days, and further cultured in a medium containing IL-7. **(b)** Frequency of IL-17A, IFN-γ, and GM-CSF was determined in OT-II T<sub>H</sub>17 (day 4) and OT-II memory-like T<sub>H</sub>17 cells (day 14) from WT and *Il1r1*<sup>-/-</sup> OVA-TCR-transgenic (OT-II) mice.

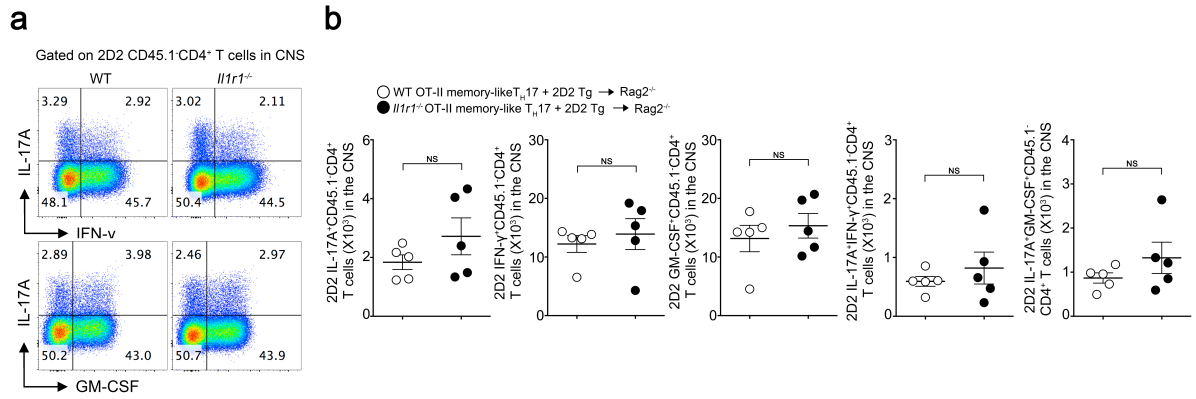

**Supplementary Figure 10** *Il1r1*<sup>-/-</sup> OT-II memory-like T<sub>H</sub>17 cells do not affect myelin-specific T cell infiltration and effector cytokine production. Naïve CD4<sup>+</sup> T cells from MOG-TCR-transgenic (2D2) mice were adoptively transferred with or without *in vitro*-cultured OT-II memory-like T<sub>H</sub>17 cells from wild-type or *Il1r1*<sup>-/-</sup> mice into Rag2<sup>-/-</sup> mice and were immunized with MOG in complete Freund's adjuvant (CFA). Spinal cord-infiltrating CD4<sup>+</sup> T cells were analyzed on day 13 after immunization. **(a)** The frequency of IL-17A, IFN-γ, and GM-CSF in spinal cord-infiltrating 2D2 CD45.1<sup>+</sup>CD4<sup>+</sup> T cells and **(b)** the absolute number of cytokine-producing cells were analyzed by flow cytometry. Data are presented as mean ± SEM of two independent experiments. NS, not significant; \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001.

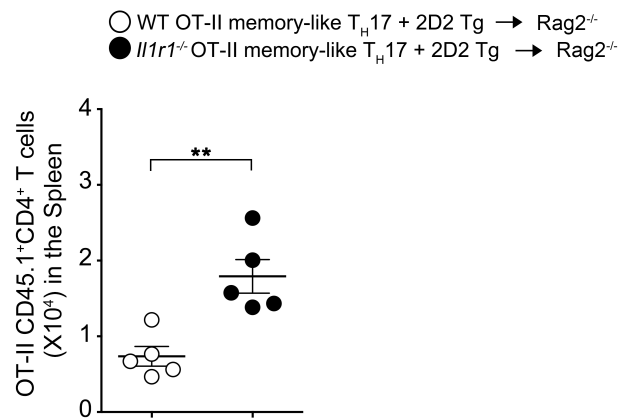

**Supplementary Figure 11** *Il1r1*<sup>-/-</sup> OT-II memory-like T<sub>H</sub>17 cells fail to infiltrate into the spinal cord, and remain in the spleen. Naïve CD4<sup>+</sup> T cells from MOG-TCR-transgenic (2D2) mice were adoptively transferred, with or without *in vitro*-cultured OT-II memory-like T<sub>H</sub>17 cells from wild-type or *Il1r1*<sup>-/-</sup> mice, into Rag2<sup>-/-</sup> mice and were immunized with MOG in complete Freund's adjuvant (CFA). The absolute cell number of spleen-infiltrating CD4<sup>+</sup> T cells was analyzed on day 13 after immunization. Data are presented as mean ± SEM of two independent experiments. NS, not significant; \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001.

|                 | <b>Forward 5' to 3'</b> | <b>Reverse 3' to 5'</b>  |
|-----------------|-------------------------|--------------------------|
| <i>mActb</i>    | TGTCCCTGTATGCCTCTGGT    | CACGCACGATTTCCCTCTC      |
| <i>mIl17a</i>   | TTTAACTCCCTTGGCGCAAAA   | CTTTCCCTCCGCATTGACAC     |
| <i>mlfng</i>    | ATGAACGCTACACACTGCATC   | CCATCCTTTTGCCAGTTCCTC    |
| <i>mIl22</i>    | ATACATCGTCAACCGCACCTTT  | AGCCGGACATCTGTGTTGTTAT   |
| <i>mCsf2</i>    | TGGAAGCATGTAGAGGCCATCA  | GCGCCCTTGAGTTTGGTGAAAT   |
| <i>mTbx21</i>   | AGCAAGGACGGCGAATGTT     | GGGTGGACATATAAGCGGTTC    |
| <i>mRorc</i>    | TGCAAGACTCATCGACAAGGC   | AGCTTTTCCACATGTTGGCTG    |
| <i>mccr4</i>    | GCTCCTCTTACACGCAGTCC    | CTTGCCATGGTCTTGGTTTT     |
| <i>mccr5</i>    | CGAAAACACATGGTCAAACG    | TTCCTACTCCCAAGCTGCAT     |
| <i>mccr6</i>    | CCTCACATTCTTAGGACTGGAGC | GGCAATCAGAGCTCTCGGA      |
| <i>mcxcr3</i>   | TGCTAGATGCCTCGGACTTT    | CGCTGACTCAGTAGCACAGC     |
| <i>mIl6</i>     | AGGATACCACTCCCAACAGACCT | CAAGTGCATCATCGTTGTTACTAC |
| <i>mTgfb1</i>   | TCATGTCTCAGTTCCCATCTAGT | GAGAGCGAGGCCATCAGTC      |
| <i>mIl23p19</i> | TGCTGGATTGCAGAGCAGTAA   | GCATGCAGAGATTCCGAGAGA    |
| <i>mIl1b</i>    | GAAATGCCACCTTTTGACAGTG  | TGGATGCTCTCATCAGGACAG    |
| <i>hActb</i>    | CGTGGACATCCGCAAAGAC     | TGCATCCTGTCGGCAATG       |
| <i>hIl17a</i>   | ACCAATCCCAAAAGGTCCTC    | GGGGACAGAGTTCATGTGGT     |
| <i>hlfng</i>    | CTCTTGGCTGTTACTGCCAGG   | CTCCACACTCTTTTGGATGCT    |
| <i>hIl22</i>    | GCTTGACAAGTCCAACTTCCA   | GCTCACTCATACTGACTCCGTG   |
| <i>hCsf2</i>    | CACTGCTGCTGAGATGAATGAAA | GTCTGTAGGCAGGTCGGCTC     |
| <i>hTbx21</i>   | GTCCAACAATGTGACCCAGAT   | GCTGGTACTTATGGAGGGACTG   |
| <i>hRORC</i>    | TTTTCCGAGGATGAGATTGC    | CTTTCCACATGCTGGCTACA     |

**Supplementary Table 1. List of primers**

How the deposited data were processed for this re-analysis (not part of the article)

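RNA was sequenced from memory-like CD4+ T cells of C57BL/6 mice cultured for 5 days under 4 conditions, with 1 library each, and conditions were taken from the sample labels and the paper. The authors removed low-quality and adapter sequence, aligned reads to mm10 with HISAT 2.0.5, assembled and quantified transcripts with StringTie 1.3.3b, and deposited FPKM per gene. All 4 columns of values were matched to a library by name. The paper states that FPKM were then log2-transformed after adding 1 and quantile-normalized, and these steps are not yet in the deposited values, so they were repeated. The methods name an independent t test. With 1 library per condition no spread within a condition can be estimated, so no p-values are given.

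Genes listed at 0 in any library were dropped, which left 13708 of 24532 genes, 8260 being at 0 throughout. Log2 changes are differences of quantile-normalized log2(FPKM + 1), and a gene was counted as changed at a fold change of at least 2. Ratios of FPKM use the deposited values without a pseudocount. Principal components were taken over the changed genes, centred and not scaled. Gene lists were described by the percentile of their median log2 change among 10000 random lists of the same size, each gene drawn from the 200 genes nearest in mean expression. Computing used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

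Depth was estimated by finding, between 15000000 and 45000000 fragments, the number at which FPKM times transcript length falls most closely on whole fragments, over low values of 17864 genes with 1 transcript and 1 length. Between 45.0% and 46.7% of these low values lay within 0.1 of a whole fragment, where 20% would by chance, so whole counts were not recovered and no count test was run. For genes with several transcripts the median length was used. The intervals are therefore approximate and leave out differences between cultures. The library with both cytokines is the shallowest, so its low genes are the least precise.

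The procedure was tested on simulated data made from the real genes. The largest error of the estimated depth was 0.208% over 17864 genes, but the data were made with the same lengths that the estimate used. In 200 genes that were not low, a known fold well past the threshold was set. Of these, 99.5% passed it in the right direction, which the size of that fold made likely. Of 8932 unchanged genes, 12 passed it in the single comparison examined. Of 100 random lists, 3 fell outside the middle 95% of percentiles.

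Coordinates and gene types come from the RefSeq annotation of GRCm38.p6, whose primary assembly is mm10, matched by gene identifier for 24462 of 24532 genes. The strand used in counting is not stated, so overlapping genes, and genes that share sequence with another, are uncertain.

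Genes named in the text were chosen by a rule set before the data were examined: the 13 genes of Fig. 3c with Il1r1, Tbx21 and Il4, the genes of the lists that are reported, and the 5 genes most raised and 5 most lowered by IL-1β, and 3 and 3 by IL-23, ranked by the smaller of the changes without and with the other cytokine. The lists cover the pathogenic, non-pathogenic, chemokine and other genes of the paper, NF-kB targets, STAT3 targets, proliferation, regulatory T cells, TH2, gamma delta T cells, NK cells, myeloid cells, B cells, interferon response, glycolysis, reference and sex-linked genes. Other genes named were chosen after their values were seen. Some genes under this rule are not reported here; they were taken out of the lists and of the counts over the pathogenic and B cell genes, which were recomputed without them, and they remain in the values over all genes.

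Alternatives set before the data were examined were no quantile normalization, median-of-ratios scaling, a pseudocount of 0.1, looser and stricter filters on low values, a fold change of 3, other sets of comparisons, components over all genes or scaled genes, and random lists that are not matched. The limits that follow were set after the file had been explored. A count was taken to hold within 1.5 times, a component's share within 5 percentage points, a correlation within 0.1, a list's percentile on the same side of 2.5 and 97.5, and a gene's log2 change with the same sign and side of a fold change of 2. These limits stand in for a replicate spread, which does not exist here.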

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

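The tests on B cell genes and on Il5, Il9 and Il13, and the rule used for opposite directions, were chosen after the values were seen. Each difference below rests on 1 library per condition, so variation between cultures was not tested.

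Signals were looked for in genes that the paper does not report on, as a rise above the IL-7 library of at least a fold change of 2 that also exceeded counting error. Il9, Il5 and Il13 rose with IL-1β, by log2 changes of 3.58, 2.85 and 2.27. In FPKM, Il13 went from 48.6 with IL-7 to 251 with IL-1β and 56.1 with both cytokines, Il5 went from 4.73 to 40.5 and 2.06, and Il9 from 2.29 to 39.0 and 0.447. Il4 did not follow, at 44.2, 36.5 and 25.9 FPKM. The effect of IL-1β on Il5 was opposite without and with IL-23, at 2.85 and -0.76, and likewise on Il1rl1, at 0.57 and -0.35; these differences were not tested. The lower depth of the library with both cytokines is argued against by the ratios to IL-1β alone, whose upper bounds were at most 0.236 for Il5 and Il13 and at most 0.402 for Il9, Ccr6 and Ccl20. A weaker response to IL-1β throughout that culture is argued against as the whole explanation. IL-1β raised 182 genes without IL-23 and 144 with it, and over the 132 genes whose mean effect of IL-1β was at least a fold change of 2, the median log2 difference between the effects with and without IL-23 was -0.26, with quartiles of -0.73 and 0.11, against -3.35 for Il9, -1.48 for Ccr6 and -1.06 for Ccl20. The effect was larger with IL-23 in 42 of these genes, and the counting intervals lay apart in 14 with a larger and 58 with a smaller effect. A weaker response stays open as a part of it. It also stays open that IL-23 may hold back this group of genes, or that the cultures differed in their share of cells that express them.

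The B cell genes Cd79a, Cd79b and Pax5 rose most with IL-1β, by log2 changes of 1.50, 1.40 and 1.19, and Ms4a1 rose most with both cytokines, by 1.72. These 4 are the genes with values among the 6 used here of a B cell list written before the data were examined, under 80%, so no percentile is given for the list. All 4 were already present with IL-7, at 2.17 to 15.9 FPKM. With IL-23 alone their log2 changes were between -0.089 and 0.27. Counting error is argued against by the intervals of the ratio, which lay above 1 for 4 of 4 genes with IL-1β. A lower share of CD4+ T cells would raise the markers of other cell types alike and is argued against: the lower bounds of the ratio were at least 2.41 for the 4 B cell genes, and the upper bounds at most 1.36 for Cst3, Tyrobp, Cd68 and Fcer1g, the 4 myeloid genes at 1 FPKM or more with IL-7. Of all 8 myeloid genes, 6 rose and 2 fell, with a median of 0.062, and among those near the floor Adgre1 and Lyz2 rose by ratios of FPKM of 4.15 (95% counting interval 2.46 to 7.25) and 2.89 (interval 1.64 to 5.04). More B cell RNA in the libraries with IL-1β stays open; that the 4 genes rose, by at least 1.19, is the pattern itself and no test of it. Abundant genes of antigen presentation, chosen after their values were seen, moved with them: Cd74 went from 172 FPKM to 441 with IL-1β and H2-Aa from 68.7 to 156. Whether such RNA came from carried-over cells or from the T cells was not tested. More of such RNA, with expression within its cells unchanged, is argued against as the whole source of the rise of most pathogenic genes. This covers 6 of 7 with both cytokines, each with a ratio above that of every one of the 4 genes beyond counting error. It also covers Cxcl3, Il17a, Il22 and Csf2 with IL-1β alone. There, their lower bounds were at least 4.48 and the largest upper bound of the 4 genes was 3.33. More of such RNA stays open for Bhlhe40 with both cytokines, and for Ifng, Il23r and Bhlhe40 with IL-1β alone, whose ratios were at most 2.57. A rise of pathogenic genes within carried-over cells cannot be seen by comparing these ratios, so it stays open for all 7.

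Among the genes most raised by IL-1β under the rule, Ubd rose by 4.13 and Gm4070 by 2.98 with both cytokines and Gvin1 by 3.02 with IL-1β. Of the 50-base sequences of Gvin1 transcripts, 98.3% also occur in Gm4070, so their separate values are uncertain. Of the interferon response list, Gbp2 rose by 1.28, Ifit3 by 1.49 and Isg15 by 1.18 with both cytokines. A response to IFN-γ stays open. The median of the list with IL-1β stood at percentile 99.8 of matched random lists, but with IL-23 alone it stood at 99.9, where Ifng, Gvin1 and Gm4070 changed by 0.067, 0.0081 and -0.16, although Ubd rose by 1.32, a ratio of FPKM of 6.27 (95% counting interval 3.32 to 13.1). With both cytokines the percentile was 100, so it was near its ceiling throughout and cannot be said to follow any of these genes. The median log2 change of the list was 0.087 with IL-23, 0.30 with IL-1β and 0.49 with both. Ifng had the same order, at 0.067, 0.79 and 2.84, but so few libraries cannot decide the question. The list also does not separate IFN-γ from other interferons.

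Il17f rose by 5.29, Il21 by 1.55, Bcl3 by 1.32 and Junb by 1.17 with both cytokines. Of the glycolysis genes, Tpi1 rose by 1.26 and Hk2 by 1.38. No technical explanation was tested for these genes beyond counting error, and the cytokines remain an open explanation.

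Opposite directions beyond counting error, none of them tested as a difference, were also seen in 8 other of 110 genes. The effect of IL-1β without and with IL-23 was 0.12 and -1.01 for Atp6v0c, 0.37 and -0.12 for Capg, -0.095 and 0.28 for Irf7 and 0.087 and -0.12 for Nfkb1. The effect of IL-23 without and with IL-1β was 0.26 and -0.12 for Cd79a, 0.27 and -0.15 for Cd79b, 0.078 and -0.10 for Cst3 and -0.16 and 0.50 for Gm4070. Most are under 0.5 on the log2 scale, and no biological explanation was tested. Atp6v0c shares reads with a copy, as given under the other observations.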

How the results depend on the processing

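No paired analysis was possible because each condition has 1 library.

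The counts of changed genes depended on the pseudocount and on the fold change required. With 0.1 in place of 1, 1050 genes changed against IL-7 in any comparison, with 113 raised and 96 lowered with IL-23, 456 raised and 210 lowered with IL-1β, 441 raised and 174 lowered with both cytokines. The share of raised genes then fell from 87.1% to 68.5% with IL-1β and from 84.2% to 71.7% with both cytokines. By construction, a smaller pseudocount widens the changes of low genes. At a fold change of 3, 107 genes changed, with 11 raised and 9 lowered with IL-23, 64 raised and 9 lowered with IL-1β, 56 raised and 6 lowered with both cytokines. Under the other alternatives for normalization, filter and set of comparisons, the count over all comparisons stayed between 342 and 414.

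The share of variance on component 1 rose to 62.3% over all genes kept, and the correlation across genes of the effect of IL-1β without and with IL-23 fell to 0.54 with a pseudocount of 0.1; the cause was not tested. Of the 3 counts over the pathogenic genes, those of genes higher than with IL-1β alone and above the sum stayed at 7 under every alternative run on them, and that above the product was 5 with a pseudocount of 0.1 and 6 otherwise. Counting error is not among these alternatives, and Csf2 lay close to both limits, at 1.01 times IL-1β alone and 1.07 times the sum. With IL-23 alone, the NF-kB list was at percentile 97.3 of unmatched lists, the glycolysis list at 98.5 without quantile normalization and 98.5 with median-of-ratios scaling, the proliferation list at 2.30 with a pseudocount of 0.1, and the list of other genes of the paper at 97.4 of unmatched lists, each on another side of its limit than before. With IL-1β, the last list was at 2.30 of unmatched lists, against 3.07 of matched ones. The cause was not tested.

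Of 1260 log2 changes of single genes, 1238 kept their sign and side of a fold change of 2, 16 passed it, 1 no longer did and 5 changed sign, all close to 0. Without quantile normalization, Cst3 with both cytokines against IL-23 was at 0.0025 and Lyz2 with both against IL-1β at -0.037. With median-of-ratios scaling they were at 0.033 and -0.026. With genes of at least 1 FPKM in 1 library, Atp6v0c-ps2 with IL-1β was at -0.032. With a pseudocount of 0.1, Il17a and Il1r1 with IL-23 passed a fold change of 2, at 1.01 and 1.25, as did Il10 and Lyz2 with IL-1β, at -1.06 and 1.23. Depth limits Ccl20, for which about 11 fragments with IL-7 leave a change with both cytokines undetectable.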

Differences from the paper's values

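No count or share of variance differed from the paper's by more than 1.5 times. The paper gives 413 changed genes, against 359 over the 3 comparisons with IL-7. Of the alternatives set before the data were examined, all 6 pairs of libraries gave 414, while a fold change of 3 and a pseudocount of 0.1 moved away from the paper's count, to 107 and 1050. In Fig. 3b, read by eye, component 1 holds about 62% and component 2 about 27% of the variance in the paper, against 57.2% and 31.7% over the changed genes. With all genes kept in the analysis, these were 62.3% and 27.0%.

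The paper lists Csf2 among genes raised by IL-1β in synergy with IL-23. The ratio of its FPKM with both cytokines to that with IL-1β alone was 1.01, within counting error. The paper also states that Ccl20 and Ccr6 rose with IL-1β or with IL-1β and IL-23. With both cytokines their log2 changes from IL-7 were 0.22 and 0.42, and that of Ccl20 was within counting error. Foxp3 and Il6st were lower, in the direction the paper gives, by less than a fold change of 2. By RT-PCR, the paper reports IL-1β as seemingly critical for raising Il1r1 and Il23r, and IL-23 alone as raising only Il1r1. Here, ratios of FPKM to IL-7 with IL-1β alone were 1.23 for Il1r1 (counting interval 1.02 to 1.48) and 2.57 for Il23r. With IL-23 alone they were 2.57 for Il1r1 (interval 2.16 to 3.04) and 1.59 for Il23r (interval 1.28 to 1.98). Both genes were highest with both cytokines, at ratios of 6.67 and 6.45. The assays differ, and each ratio rests on single libraries.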

Other observations

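The tests on shared sequence, on Il10 and on the reference genes, the simulated libraries, and the search for pairs with its limits were chosen after the values were seen; the others were set before the values they measure were seen.

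Some of the largest changes lay in genes that share sequence with a copy. Of the 50-base sequences of Rps27rt transcripts, 91.1% also occur in Rps27, and 88.0% of those of Atp6v0c-ps2 occur in Atp6v0c. Rps27 was at 5.62 FPKM with IL-7 and 2931, 2376 and 2590.1 in the libraries with IL-23, IL-1β and both, while Rps27rt was at 2879 with IL-7 and 11.0, 9.31 and 6.78 in the others. The sum of the 2 entries ranged over only 0.30 on the log2 scale. In the libraries with IL-23, Atp6v0c fell from 77.8 to 6.39 FPKM and Atp6v0c-ps2 rose from 0.0186 to 79.2, and their sum ranged over 0.22. Rpl37rt, the second most lowered gene with IL-23 under the rule, fell from 32.7 to 3.50 FPKM. Of 33 pairs found by symbol, 3 had an entry that moved by a fold change of 2 while the sum hardly moved, and 5 of the changed genes lie in them. A candidate explanation is that the quantification assigned shared reads to one copy in some libraries and to the other in the rest, so these changes are no evidence for an effect of a cytokine.

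General sources of false changes were tested. Of the changed genes, 26.2% overlap another listed gene, against 26.5% to 35.7% in the middle 95% of 1000 matched random sets, so they are not enriched in overlaps. Counting error is argued against as the main source, since 96.0% of the changed genes had an interval that excluded 1, which selection by change favours, and, independently of it, unchanged simulated libraries gave at most 76 changed genes.

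Foxp3 and Il10 could fall through a lower share of regulatory T cells. With both cytokines, the median log2 change of the other 10 regulatory T cell genes was -0.22, but 7 fell and 3 rose, so for Foxp3 this cannot be told apart from a change within cells. For Il10 it is argued against, since the upper bound of its ratio to IL-7, 0.304, lay below the smallest ratio among the others, 0.648.

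Myeloid cells were considered as a source of Cxcl3. The median log2 change of the myeloid list with both cytokines was 0.10, and the abundant myeloid genes Cst3, Tyrobp and Fcer1g changed by 0.033, 0.15 and 0.15. Lyz2 rose by 0.62, to 1.30 FPKM, a ratio of 2.76 (95% counting interval 1.51 to 4.95), where Cxcl3 rose by 4.94, to 78.5 FPKM. Of 8 myeloid genes, 7 rose. Myeloid genes were present with IL-7, Tyrobp at 9.59 FPKM, and a rise of Cxcl3 within such cells would leave the list unmoved, so myeloid cells and T cells cannot be told apart as its source.

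Gapdh, to which the paper normalized its RT-PCR of Il1r1 and Il23r, rose with IL-1β by 0.64, from 352 to 592 FPKM. The other 10 glycolysis genes had a median of 0.67, consistent with a rise of glycolysis genes as a set. In deposited FPKM its ratio was 1.68 (95% counting interval 1.65 to 1.72). Among the other 6 reference genes, Ppia and Hprt also rose, by ratios of 1.26 and 1.26. A shift of the whole library as the only source is argued against, since the upper bounds of the ratio were at most 1.32 over the 6 genes and at most 1.11 over Actb, B2m, Rplp0 and Tbp. Whether Gapdh moves in the RT-PCR samples was not tested.

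For the remaining lists, values are median log2 changes from IL-7 with IL-23, IL-1β and both. In these comparisons the glycolysis list was at 0.028, 0.67 and 0.72 (percentiles 93.3, 100 and 100), the proliferation list was at -0.056, 0.57 and 0.42 (percentiles 2.87, 100 and 100) and the interferon response list was at 0.087, 0.30 and 0.49 (percentiles 99.9, 99.8 and 100). Further, the NF-kB target list was at 0.058, 0.14 and 0.30 (percentiles 99.0, 94.3 and 100), the STAT3 target list was at 0.25, 0.25 and 0.65 (percentiles 100, 99.0 and 100) and the TH2 list was at -0.17, 1.42 and -0.70 (percentiles 0, 100 and 0). The regulatory T cell list of 11 genes was at 0.0082, -0.20 and -0.24, and the reference list was at -0.023, 0.063 and 0.076. The pair of chemokine genes was at -0.069, 1.66 and 0.32, and the 5 other genes of the paper at 0.094, -0.30 and -0.15. The gamma delta T cell list had values for 3 of 8 genes, the NK cell list for 6 of 8 and the sex-linked list for 1 of 5, so these checks are void as lists. For sex, the single genes still give an answer. Xist was at 108 FPKM with IL-7, 107 with IL-23, 92.3 with IL-1β and 88.3 with both. Ddx3y, Eif2s3y, Kdm5d and Uty are listed at 0 in all 4 libraries. These values argue against a difference in sex between the libraries.

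The RT-PCR of Il1r1 and Il23r in the paper was not analysed here. In these libraries Il1r1 was at 1.23 FPKM with IL-7, 3.16 with IL-23, 1.52 with IL-1β and 8.21 with both. Tbx21 was at 40.7, 44.5, 28.2 and 42.1 FPKM. The genes most lowered by IL-1β under the rule, besides Il10, were Elf2, Nrgn, Akr1c18 and Mir8092, with log2 changes from IL-7 of -1.23, -1.01, -0.78 and -1.66; a microRNA gene is poorly measured by poly(A) sequencing. Tcf7, noticed in the data, fell with IL-23 from 200.3 to 98.0 FPKM, and from 169.7 to 74.1 in the presence of IL-1β.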
